# Genomic Analysis of Individual Differences in Ethanol Drinking: Evidence for Non-Genetic Factors in C57BL/6 Mice

**DOI:** 10.1371/journal.pone.0021100

**Published:** 2011-06-16

**Authors:** Jennifer T. Wolstenholme, Jon A. Warner, Maria I. Capparuccini, Kellie J. Archer, Keith L. Shelton, Michael F. Miles

## Abstract

Genetic analysis of factors affecting risk to develop excessive ethanol drinking has been extensively studied in humans and animal models for over 20 years. However, little progress has been made in determining molecular mechanisms underlying environmental or non-genetic events contributing to variation in ethanol drinking. Here, we identify persistent and substantial variation in ethanol drinking behavior within an inbred mouse strain and utilize this model to identify gene networks influencing such “non-genetic” variation in ethanol intake. C57BL/6NCrl mice showed persistent inter-individual variation of ethanol intake in a two-bottle choice paradigm over a three-week period, ranging from less than 1 g/kg to over 14 g/kg ethanol in an 18 h interval. Differences in sweet or bitter taste susceptibility or litter effects did not appreciably correlate with ethanol intake variation. Whole genome microarray expression analysis in nucleus accumbens, prefrontal cortex and ventral midbrain region of individual animals identified gene expression patterns correlated with ethanol intake. Results included several gene networks previously implicated in ethanol behaviors, such as glutamate signaling, BDNF and genes involved in synaptic vesicle function. Additionally, genes functioning in epigenetic chromatin or DNA modifications such as acetylation and/or methylation also had expression patterns correlated with ethanol intake. In verification for the significance of the expression findings, we found that a histone deacetylase inhibitor, trichostatin A, caused an increase in 2-bottle ethanol intake. Our results thus implicate specific brain regional gene networks, including chromatin modification factors, as potentially important mechanisms underlying individual variation in ethanol intake.

## Introduction

Over 121 million Americans drink alcohol, while less than 10% of the population drinks excessively [1], [2]. In 2000, alcohol consumption and alcoholism were responsible for 3.5% of all deaths in the United States and cost over $185 billion annually [3]. These facts highlight the importance of identifying those factors that may influence the variability in drinking behaviors. Extensive studies in humans have suggested that genetic factors account for about 40–60% of the risk for alcoholism [4], [5], [6], [7]. Work in humans and animal models over the last 20 years has documented genetic intervals [8], [9], [10] or individual genes [11], [12] contributing to variation in behavioral responses to ethanol.

Despite such progress on identifying genetic influences in alcoholism, little progress at the molecular level has revealed mechanisms that mediate environmental influences on ethanol behaviors or alcoholism. It is well documented that environmental influences such as stress or exposure to conditional stimuli can modify ethanol drinking or cause recidivism in abstinent alcoholics. Understanding the molecular mechanisms underlying such environmental influences on ethanol behaviors would augment the genetic progress mentioned above.

C57BL/6 (B6) inbred mice have been widely used as a model for studying alcohol abuse related behaviors and the genetic basis of alcohol abuse since these mice voluntarily consume large volumes of unadulterated ethanol [10], [13], [14], [15]. However, a number of prior studies have documented remarkable degrees of stable, individual variation in 2-bottle choice drinking behavior in rodents including several studies that have shown individual variation can occur within a single inbred strain including C57 substrains C57BL/6J [16] and C57BL/10 [17], [18]. This eliminates factors such as genetic differences in taste or ethanol reward as causal for the variation in drinking behavior. Studies in C57BL/6J mice suggest that non-genetic persistent individual differences in drinking behavior are the major source of variance in ethanol drinking in these animals, outweighing substantial environmental challenges such as diet [16]. Using such a model, where genetic factors are strictly controlled, offers considerable power for studying molecular mechanisms of environmental modulation of ethanol drinking behavior.

Here, we demonstrate a remarkable degree of individual variation in ethanol drinking behavior across individual mice from the C57BL/6NCrl inbred line. We have performed whole genome expression profiling in individual mice to finely dissect molecular factors underlying this individual variation in ethanol drinking behavior. We hypothesized that an as yet unidentified non-genetic factor has caused long-lasting brain signaling alterations that influence ethanol preference and intake in these mice. By characterizing gene networks differentially expressed between ethanol preferring and avoiding mice, we have identified putative epigenetic mechanisms such as alterations in chromatin acetylation that may regulate gene transcription and influence drinking patterns. We expect that these studies may contribute to the identification of novel targets for pharmacotherapy in alcoholism.

## Methods

### Ethics Statement

All procedures were approved by Virginia Commonwealth University Institutional Animal Care and Use Committee under protocol numbers AM10332 and AM10139, and followed the NIH Guide for the Care and Use of Laboratory Animals (NIH Publications No. 80–23, 1996).

### Animals

Male C57BL/6NCrl mice (age 42–49 days) from Charles River Laboratories (Wilmington, MA) were habituated to the vivarium (5 mice/cage) for 1 week followed by individual housing for 1 week prior to beginning drinking experiments. Cages and bedding (Harlan Sani-chips, #7090A, Harlan, Teklad, Madison, WI) were changed weekly. Mice were housed in a temperature and light controlled room (12∶12 h cycle, lights on at 0600) with free access to standard chow (Harlan Teklad #7912, Madison, WI) and water.

### Two-bottle choice drinking

Experiment 1: Voluntary two-bottle choice drinking was performed as described previously [19]. Two bottles containing 10%(w/v) ethanol (Aaper Alcohol and Chemical Co. Shelbyville, KY) or tap water were placed into the home cage at the beginning of the dark cycle. Tube position was varied every two days (L, L, R, R). Drinking sessions lasted 18 hours/day followed by 6 hours access to water only. Mice had four consecutive drinking sessions followed by four days of abstinence repeated four times to give 16 total drinking sessions. Tissues from prefrontal cortex (PFC), nucleus accumbens (NAc) and the ventral midbrain region (VMB; including the ventral tegmental area) were harvested 6 days after the last drinking session for microarray analysis as previously described [20]. Tissue was stored at −80°C until RNA isolation. Experiment 2 was conducted in an identical manner (n-21 mice) except tissue was harvested for Western blotting as described below.

Experiment 3: For studies on ethanol preference in littermates, two cohorts of male B6 littermates were purchased as littermates from Charles River. Breeding at Charles River facility used two females paired to one male. Offspring were weaned at day 21, shipped to our vivarium at day 35 and remained housed as littermates until the beginning of the study. 10 litters were represented with 3–5 males per litter (n = 36 total). Mice were individually housed for 7 days then presented with 10%(w/v) ethanol for 18 h/day in a two-bottle choice paradigm for 14 days.

### Taste Discrimination

Experiment 4: Taste preference for a bitter or sweet solution was measured using quinine or saccharin vs. water in a two-bottle choice paradigm. Mice (n = 16) were tested for ethanol preference for 14 days as in experiment 1 but without deprivation periods, and then allowed to rest for 7 days with only water and food available. Half the mice were given two bottles containing either a 0.1 mM quinine solution or tap water and the others given a choice between 0.033% saccharin/water. Bottles were alternated every other day. Consumption of quinine/water or saccharin/water was measured daily for 3 days (18 h/day) after which the other tastant was offered for 3 days in a counterbalanced design.

### HDAC Inhibitor Studies

Experiment 5: 18 male C57BL/6NCrl mice, acclimated to a reverse-light cycle, were used to test effects of trichostatin A (TSA, a class I and II HDAC inhibitor) on ethanol drinking. Voluntary ethanol drinking was initiated as before except these mice had access 24 hours/day, changed at 1200 h. Following 7 days baseline ethanol access, mice were divided into two groups balanced for baseline intake. Mice in the TSA group (n = 9) were injected with 2 mg/kg TSA i.p. (dissolved in 1∶5 DMSO:saline) for 5 days. Control mice (n = 9) were injected with vehicle. Mice had continuous ethanol access during the entire study (39 days total).

Experiment 6: Western blotting for acetyl-Histone-H4 was used to verify CNS activity of i.p. TSA. C57BL/6NCrl mice (n = 12) received a single i.p. injection of 2 mg/kg TSA or vehicle. After 24 hours, nucleus accumbens was dissected for Western blotting as described below.

The effect of TSA on ethanol metabolism was assayed in a separate group of mice (Experiment 7). Male C57BL/6NCrl mice (n = 4−5/group; 37 mice total) received 2 mg/kg TSA or vehicle for 5 consecutive days. On day 6, all mice were injected with 2 mg/kg ethanol. Trunk blood was harvested from mice at 10, 60, 120 and 180 minutes following ethanol administration. Whole blood samples (20 µl) were placed into 20-ml headspace vials with 960 µl water and 20 µl 1-propanol internal standard. Samples were tested for ethanol concentration using a Hewlett Packard 5890A gas chromatograph equipped with a flame ionization detector, 2 meter 5% Carbowax 20M 80/120 mesh packed column (Restek, Bellefonte, PA) and CTC Combi-Pal headspace autosampler. Data were acquired by Clarity software (Apex data systems, Prague, CZ) and analyzed by linear regression with no weighting. A 7-point calibration curve preceded the analysis and quality control ethanol standards were interspersed with each set of samples. Up to 3 replicates were analyzed from each animal and averaged if sufficient blood was collected.

### RNA isolation and microarray hybridization

Total RNA was extracted from PFC, NAc and VMB from individual mice in STAT 60 reagent (Tel-Test, Friendswood, TX) according to the manufacturer's protocol. RNA concentration and quality was assessed by Experion automated electrophoresis (BioRad, Hercules, CA). Total RNA (2 *µ*g) was transcribed into double-stranded cDNA using the One-cycle Targeting and Control Reagent kit (Affymetrix, Santa Clara, CA). Biotin-labeled cRNA was synthesized from cDNA, purified and fragmented according to manufacturer's instructions.

Labeled cRNA from individual animals (n = 19) was hybridized to a single microarray for each brain region (n = 57 total microarrays). Samples were analyzed on oligonucleotide arrays (Mouse Genome 430A 2.0 array) containing >22,000 well-characterized genes and expressed sequence tags. Array hybridization and scanning were performed exactly according to manufacturer's protocols (Affymetrix).

### Microarray data analysis

Microarray data were processed using GeneChip Operating Software v4.1 (GCOS, Affymetrix) and normalized to a mean total hybridization intensity of 190. All raw microarray data is deposited at the Gene Expression Omnibus repository (GEO) under accession number GSE26506. All microarray data is MIAME compliant. Array quality was assessed by accepting arrays with scaling factor <3, 3′–5′-actin ratio <2, and by examining linearity and inter-chip correlations of intensity values. Arrays determined to be acceptable (57/58) were further analyzed using the Robust Multichip Average (RMA) low-level analysis algorithm to summarize probeset expression data [21]. Probesets with RMA expression values <4.5 consistently across all microarrays were filtered to reduce variance from low expressing genes. To identify gene expression correlated with ethanol drinking behavior across individual mice, RMA values for each brain region were correlated [22] to a drinking scale calculated from each mouse's ethanol intake averaged over the last 8 drinking days using the template matching tool in T-Mev (TIGR Multiple expression viewer [23]). P-values from the template matching analysis were then used in estimating the false discovery rate (FDR) using the q value method [24] in the R programming environment [25]. Probesets were considered significant using a FDR of 1%. Significant probesets were further studied for functional gene sets by hierarchical clustering (T-MeV, average linkage) and bioinformatics analyses as below.

The Expression Analysis Systematic Explorer (EASE version 1.21) [26] nonbiased annotation analysis tool was used to identify biological themes among gene expression profiles and to group genes into functional classifications. EASE results were filtered to remove categories with more than 250 members and EASE scores of >0.05. Redundant categories with the same gene members were removed to yield a single representative category. Additional bioinformatics analysis of gene lists were performed with Ingenuity Pathway Analysis (Ingenuity® Systems, www.ingenuity.com) and Bibliosphere (http://www.genomatix.de). These tools utilize biomedical literature associations to annotate genes with biological functions and cellular components. IPA also generates networks of interrelated genes based on their curated knowledge base.

### Principal Component Analysis

As an alternative to correlating gene expression to the average of the last 8 days of ethanol drinking data, we conducted a principal components analysis to reduce the number of covariates and identify the few principal components that account for a sufficient proportion of the variability and contain almost as much information as the full data set. The first 2 principal components accounted for 0.77 of the total variance. For each brain region, probeset-specific linear models predicting expression as a function of the two independent principal components were fit. An overall F-test was used for calculating P-values for each probe set level linear model. Genes significant at p<0.05 level were selected for further bioinformatics analysis and comparison with results from using average ethanol intake over the last eight days.

### Association with alcohol-preferring and non-preferring mouse models

Genes significantly correlated to ethanol drinking patterns in the present study, using a false discovery rate of 1%, were analyzed for overlap with previously published gene sets having expression significantly different between alcohol-preferring or non-preferring mouse models based on the criteria |*d*|≥0.5 and *q*<0.05 [27]. Genes intersecting between these data sets and the studies performed here were further analyzed using bioinformatics tools as previously described.

### Western blot analysis

Twenty-one C57BL/6NCrl mice (Exp. 2) voluntarily consumed ethanol as described above and brains were harvested six days following the last drinking session. Nucleus accumbens was homogenized in NP40 buffer with protease inhibitors (Roche, Indianapolis, IN). Western blotting was performed as described [20]. RAB3A blots were probed with rabbit anti-RAB3A (Millipore, Bedford, MA) and mouse anti-beta-actin (AbCam, Cambridge, MA) and visualized with HRP (GE Healthcare, Buckinghamshire, UK) and ECL reagent (Amersham Biosciences, Piscataway, NJ). Acetyl-Histone H4 blots were probed with rabbit anti-acH4 (AbCam, Cambridge, MA) and mouse anti-GAPDH (Millipore, Bedford, MA). Images were digitized and protein expression was determined as area under the curve normalized to beta-actin using ImageJ (NIH, Bethesda, MD).

## Results

### Individual Variation in Ethanol Drinking Behaviors

C57BL/6 (B6) male mice from Charles River Laboratories consumed a substantial amount of ethanol, 6.47±0.99 g/kg/18 h, in the voluntary two-bottle choice (10% w/v ethanol or water) self-administration paradigm. Interestingly, mice showed a large degree of inter-individual variation in ethanol drinking (Figure 1a), ranging from 0.28±0.14 g/kg/18 h to 14.39±0.47 g/kg/18 h. This corresponds to almost complete ethanol abstinence (ethanol preference, 0.015±0.0074) to very high ethanol preference (0.95±0.035). Ethanol preference was significantly correlated to ethanol intake (R = 0.949, p<0.001 Pearson Correlation) since there were minimal differences in total fluid consumed (Figure 1b). The only mouse with significantly higher fluid consumption had the lowest ethanol intake and preference. The variation in ethanol intake across individual mice was very consistent over the course of the drinking sessions (Figure 1c). Ethanol intake for the first 4 days of drinking was highly correlated with intake over the last 4 days of drinking (R = 0.676, p = 0.0011, day1–4 vs. day 25–28, see Table 1). This stability suggested that most of the observed variance was due to between-subject individual differences rather than random environmental factors.

**Figure 1:**
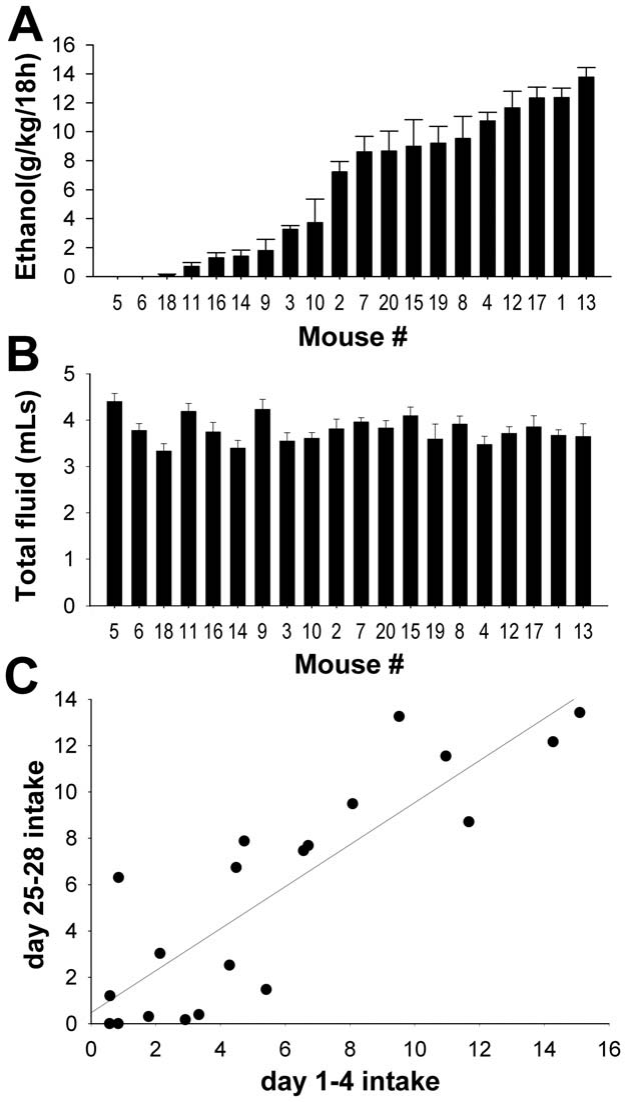
Ethanol drinking in individual C57BL/6NCrl mice. **A.** Ethanol intake expressed in grams per kilogram body weight over 18 hours of ethanol access. Mice show a robust, but persistent variation in ethanol drinking. **B.** Total liquid consumed (ml ethanol + ml water) in 18 h/day. **C.** Scattergram of ethanol drinking on days 1–4 versus days 17–28, correlation R = 0.738, p<0.0002.

**Table 1:** Correlation of initial ethanol intake versus subsequent rounds of drinking following deprivation.

	d1-4 intake	d9-12 intake	d17-20 intake	d25-28 intake
d1-4 intake	1.000	0.703	0.772	0.676
d9-12 intake	0.703	1.000	0.850	0.779
d17-20 intake	0.772	0.850	1.000	0.993
d25-28 intake	0.676	0.779	0.993	1.000

To assess whether taste discrimination was contributing to variation in ethanol drinking, we performed an additional experiment (Exp. 4) where mice (n = 16) were assessed for ethanol drinking, followed by studies on preference for quinine (0.1 mM) or saccharin (0.033%). While there was some individual variation in quinine consumption, preference for saccharin (R = 0.142, p = 0.589) or quinine (R = 0.196, p = 0.468) showed no significant correlation to ethanol preference (data not shown). These results argue against sweet or bitter taste as a major contributing factor for the observed individual differences in ethanol preference.

Additionally, we determined whether the observed individual variation in ethanol drinking was due to robust differences between litters (Exp. 3). In two separate cohorts consisting of 10 litters (n = 3–5 males/litter, 36 total), ethanol intake over 14 days of baseline drinking did not differ between litters (F(9,32) = 1.258 p = 0.2967, Table S1). Ethanol preference also did not differ between litters (F(9,32) =  1.629, p = 0.1489, Table S1). The average ethanol intake in the littermate study (6.96±0.53 g/kg/18 h) did not differ significantly from the average ethanol intake in the non-littermate studies (Fig. 1). Additionally, the range of drinkers (0.8 – 10.8 g/kg/18 h) was very similar to that shown in Fig. 1 and was evenly distributed between the litters, suggesting that simple litter effect differences do not greatly contribute to the inter-individual variability of intake in these mice. While these observations argue against litter effects playing a major contribution to the individual variability in ethanol drinking, one cannot fully exclude the possibility that other factors, such as sex composition of the litter may alter hormonal exposure levels during the time when hormones organize the brain and affect an animal's drug response. A much larger study design would be needed to tease out such minor contributions.

### Differential gene expression in ethanol preferring and avoiding mice

We hypothesized that persistent individual variation in ethanol drinking behaviors within an inbred strain might be caused by differential basal gene expression patterns generated by unknown environmental influences. Further, such differential gene expression patterns could be used to identify molecular pathways contributing to individual variation in ethanol drinking. We profiled 3 brain regions in individual mice: nucleus accumbens (NAc), prefrontal cortex (PFC) and ventral midbrain region (VMB). These brain regions were chosen because they are major components of the mesocorticolimbic dopamine reward pathway activated by ethanol and other drugs of abuse [28]. 

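Expression was measured in 19 mice per region, 57 arrays in all, with 1 array per mouse and region. The mice are numbered 1 to 20, and the arrays of mouse 10 in NAc, mouse 6 in PFC and mouse 20 in VMB are missing. By the sample labels, tissue was taken 6 days after the last drinking session. Each mouse's ethanol intake was its average read by eye from Figure 1A, joined to the arrays by mouse number. Low drinkers (<2 g/kg/18 h) numbered 7 in NAc, 6 in PFC and 7 in VMB, high drinkers (>7 g/kg/18 h) 11, 11 and 10, and the remaining mice lay between. Intake has a wide gap between 4 and 7 g/kg, so correlations of the genes treated in detail are given with r on each side of that gap and with the difference between high and low drinkers.

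The join of mouse numbers was checked on the 27 probesets of Tables 2 and 3. Across these probesets, which are not independent replicates, r with intake in NAc correlated at 0.999 with the R the paper lists, and the sign was the same for 27. Permuting the mouse numbers gave p = 0.0001, two-sided, the smallest value 10000 permutations can give. In PFC and VMB, where the tables make no statement, the same probesets gave -0.241 (permutation p = 0.558) and -0.412 (permutation p = 0.305). With 19 mice per region the precision is limited: of 200 simulated changed probesets, adjusted p under 0.01 recovered 77% in NAc, 69.5% in PFC and 78% in VMB when their correlation with intake was 0.8, and 2.5%, 0% and 0% when it was 0.6.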

Pair-wise comparisons of microarrays showed gene intensities of individual arrays were highly correlated with the lowest Pearson correlation value being 0.97 (not shown). 

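Arrays of the same region had nearly the same profile over all probesets of the array. In NAc, r ranged from 0.978 to 0.998 over 171 pairs of arrays with a median of 0.994, in PFC from 0.988 to 0.997 (median 0.995), and in VMB from 0.981 to 0.997 (median 0.992). Arrays of different regions were less alike, with medians of 0.967 for NAc and PFC, 0.954 for NAc and VMB and 0.952 for PFC and VMB over 361 pairs each. These correlations run across genes, which are not independent replicates, so no p is given.

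The labels of 1 PFC array name a different region in another field. Its mean r was 0.995 with the PFC arrays, 0.966 with NAc and 0.955 with VMB, the mean level of its cortical neuron markers was 7.77, against 7.82 on the other PFC arrays and 5.84 in VMB, and that of its dopamine neuron markers was 4.82, against 4.77 and 6.73. It was kept as PFC.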

Each array passed rigorous quality control checks in our laboratory showing that micro-dissected brain regions from individual animals could be reliably analyzed by microarrays without requiring sequential rounds of probe amplification.

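The dissected regions carried the transcripts known to mark them. *Drd2*, which encodes the dopamine D2 receptor of striatal neurons, was higher in NAc than in PFC by 4.57 (RMA log2, SD 0.19 and 0.12, n = 19 arrays each), with adjusted p = 3.15e-57 by limma. The dopamine transporter gene *Slc6a3* was at 9.03 ± 0.23 in VMB and 3.93 ± 0.13 in PFC (mean ± SD, difference 5.10, adjusted p = 5.70e-61). *Tbr1*, a transcription factor of cortical excitatory neurons, was at 3.02 ± 0.14 in VMB and 7.87 ± 0.22 in PFC (difference -4.85, adjusted p = 1.07e-54). Each of these differences was many times the spread between mice. In each the lower level was under the filter level of 4.5, close to background, which compresses differences, so these sizes may be understated.

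With a minimum difference of 1 and adjusted p under 0.01, 4854 probesets were higher in NAc than in PFC and 179 lower, 1184 were higher in VMB than in PFC and 810 lower, and 3188 were higher in NAc than in VMB and 309 lower. The regions were not on a common scale, since the median difference over all tested probesets was 0.72 between NAc and PFC, 0.18 between VMB and PFC and 0.55 between NAc and VMB. After quantile normalization of all arrays together, a step chosen after the data were seen, 1285 probesets differed between NAc and PFC instead of 5033 (735 of them in both), 1876 instead of 1994 between VMB and PFC, and 1873 instead of 3497 between NAc and VMB. With it *Drd2* still differed by 3.80, *Slc6a3* by 4.95 and *Tbr1* by -4.98. The lower level of each lay close to background, as given above, so these sizes may be understated too.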

To identify molecular factors related to ethanol drinking behaviors, gene expression patterns were first correlated to a drinking template created from the last 8 days of ethanol access following a third round of ethanol deprivation (see Methods). This design was chosen because the mice did not show an ethanol deprivation effect after this time point (Figure S1 and [19]). As we have reported previously, mice showed a diminishing deprivation effect after the first and second abstinence periods that disappeared with the third abstinence. Utilizing multiple rounds of ethanol deprivation enabled assessment of the stable individual ethanol intake while providing a window where tissue could be harvested with animals off ethanol. Correlations of ethanol intake and gene expression were performed separately for each brain region, using a false discovery rate of 1% (see Table S2 for gene lists). The number of genes significantly correlated to ethanol drinking was similar in NAc and PFC with fewer transcripts regulated in the VMB (Figure S2). 

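In NAc the transcripts most closely related to intake were *Tmsb10*, which encodes an actin-binding thymosin, and the dipeptidyl peptidase gene *Dpp8*, both higher in mice that drank more. In PFC the splicing factor gene *Hnrnpa1* fell with intake and the immune receptor gene *Cd160* rose.

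For *Tmsb10*, r was 0.852 over 19 mice (permutation p = 1e-05, two-sided, the smallest value 100000 permutations can give) and rho 0.831 (permutation p = 4e-05). Without the 2 mice farthest from the median intake r was 0.830, among mice under 4 g/kg 0.671 and among those over 7 g/kg 0.660, and high drinkers exceeded low drinkers by 0.27 log2 units (exact permutation p = 1.89e-04). *Dpp8* gave r = 0.843 (permutation p = 2e-05), rho = 0.803, the same values for the subsets at 0.819, 0.578 and 0.609, and a difference of 0.35 (exact permutation p = 6.28e-05). Their adjusted p over all probesets was 0.108 for both. In PFC, *Hnrnpa1* gave r = -0.741 (permutation p = 1.2e-04) and rho = -0.761, with -0.719, 0.380 and -0.703 in the subsets and a difference of -0.23 (exact permutation p = 0.00283). *Cd160* gave r = 0.745 (permutation p = 2.5e-04) at a mean level of 4.40, under the filter level of 4.5. Adjusted p over all probesets was 1.00 for both PFC genes. These genes of NAc and PFC were named because they ranked highest, so their p-values are not independent of that choice.

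At the 1% false discovery rate limma called 0 of 19815 probesets in each region, and Pearson's r with Storey's q called 0 as well. Before adjustment, p was under 0.05 for 617 probesets in NAc (362 rising with intake, 255 falling), 624 in PFC (328 and 296) and 361 in VMB (133 and 228), where 991 would be reached by uniform p-values. Leaving out 1 mouse moved the count in NAc to between 405 and 747, that in PFC to as much as 1023 and that in VMB to between 214 and 1078. Array weights gave 1347 in NAc and 2048 in VMB. The first principal component of the arrays as a covariate gave 1672 in NAc. Of the 889 NAc transcripts listed in Table S2, 64.2% had p under 0.05 in NAc, 1.46% in PFC and 8 transcripts in VMB, and of the 850 PFC transcripts 59.2% did in PFC and 1.88% in NAc. The lists were chosen by the study from these arrays and are not independent evidence.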

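The only probeset related to intake in more than 1 region at unadjusted p under 0.01 was that of *Htr3b*, which encodes a subunit of the serotonin 5-HT3 receptor. It rose with intake in PFC (r = 0.613) and fell in VMB (r = -0.566), and it was picked out after its value was seen. At that threshold 133 probesets passed in NAc, 86 in PFC and 32 in VMB. The number shared was 0 for NAc and PFC (0.577 for independent lists), 0 for NAc and VMB (0.215) and 1 for PFC and VMB (0.139). Drawing the mouse numbers at random 100 times gave at least 1 shared by PFC and VMB in 61 draws.

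With p under 0.05, 9 probesets were shared by NAc and PFC (19.4 for independent lists), 8 by NAc and VMB (11.2) and 18 by PFC and VMB (11.4). As many or more were shared in 85, 80 and 75 of the 100 draws. Of the shared probesets, 2, 5 and 2 changed in the same direction. Across probesets the signed relation to intake correlated between these regions at -0.0485, -0.0456 and -0.0857. With 0 probesets passing adjustment in any region, the overlap rests on unadjusted p-values.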

Not surprisingly, there was little overlap in the identity of significant genes across brain regions (Figure S2). Therefore, gene expression data from each brain region was further analyzed separately.

To identify gene expression correlated with drinking behavior, we also performed a principal component analysis on the daily drinking activity data to reduce the number of covariates, rather than averaging the drinking data over an interval. The first two principal components (PC) accounted for 77% of the total variance. For each brain region, probe set-specific linear models predicting expression as a function of the two independent principal components were fit. The number of transcripts which fit the linear model at a level p<0.05 was 547 in NAc, 670 in PFC and 725 in VMB (Table S3). When these data were intersected with the results from analysis of averaged drinking intake, a highly significant degree of overlap was found between the two results. Of the number of transcript correlating with averaged drinking behavior, overlap with the PC analysis was found for 291 (33%) genes in NAc, 223 in PFC (26%) and 154 in VMB (27%).

### Bioinformatics Analysis of Regional Microarray Data

Gene lists from microarray analyses were analyzed for over-representation of biological functions or gene network relationships using several different tools as described in Methods. As mentioned below, there was a striking similarity between gene lists resulting from analysis of either average drinking data or the PC data, from both PFC and NAc. Since the correlations to average drinking values generated larger gene lists, we focused our analysis on these data and the genes showing overlap with the PC analysis.

#### Nucleus Accumbens

The 889 transcripts from NAc correlating with average drinking values were analyzed by EASE [26] for overrepresentation of functional categories compared with all genes on the Mouse 430Av2 chip (Table S4). 

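In NAc most genes of the synaptic vesicle cycle had a positive r with ethanol intake, and most genes of the proteasome, the endpoint of protein ubiquitination, a negative one. Both lists were called only when a small preset correlation between genes was assumed, and neither with the correlation estimated from the arrays. Histone deacetylases and their corepressors, and genes of DNA and histone methylation, were not called. In the same arrays astrocyte markers (13 of 14) and endothelial and mural markers (13 of 15) also had mostly positive r, so a change in the mix of cells was not separated from a change within neurons. These are lists of textbook members rather than the Gene Ontology categories of Table S4.

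Of 45 vesicle cycle genes, 32 had a positive r with intake (median r 0.0821), and camera with a preset correlation of 0.01 between genes gave adjusted p = 0.0176 over 90 tests of 30 lists in 3 regions. Of 31 proteasome genes 7 were positive (median r -0.150, adjusted p = 0.0160). With the correlation between genes estimated from the arrays, p was 0.0962 for the vesicle genes and 0.311 for the proteasome, and fry gave 0.0654 and 0.434. The proteasome genes followed the first principal component of the NAc arrays (median r 0.780). With the preset correlation their adjusted p was 0.00532 with that component as a covariate and 0.00310 with the order of the mice, but 0.522 without the 3 arrays farthest along the component, an alternative chosen after the data were seen. For the vesicle genes these values were 0.0464, 0.0669 and 0.00492, so their call was lost with the order of the mice. Histone deacetylases and corepressors, 15 of 22 positive with a median r of 0.181, gave p = 0.0365 (adjusted p = 0.156), histone acetyltransferases, 10 of 15 positive, p = 0.211, DNA and histone methylation, 18 of 31 positive, p = 0.622, and the phosphoinositide 3-kinase pathway, 12 of 19 positive, p = 0.191, two-sided.

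Over all 90 tests the preset correlation called 8, while the estimated correlation and fry each called 0 (2 with unadjusted p under 0.05 in each). In none of the textbook lists given here for NAc did a member pass adjustment over all genes or over the list alone. Unadjusted p was under 0.05 for 6 vesicle cycle genes, 0 proteasome genes, 1 deacetylase or corepressor and 2 methylation genes.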

Major significant groups include genes associated with synaptic vesicles, protein transport, protein ubiquitination, chromatin modifications and histone deacetylase complex as well as categories related to small GTPase signal transduction, cytoskeletal organization and kinase activity. A majority of the categories were also identified by analysis with Bibliosphere and are bolded in Table S4. The top canonical pathways identified by Ingenuity Pathway Analysis (see below) also mirrored the Gene Ontology results. Phosphoinositol 3 kinase/Akt signaling, ephrin receptor signaling, PDGF signaling, protein ubiquitination, and inositol metabolism were among the significant canonical pathways.

Biological functions of our gene lists were further investigated using the curated knowledge base in Ingenuity Pathway Analysis. This tool generates networks of genes with known interactions or biological function. One of the top networks generated through this process is shown in Figure 2. This network included multiple genes related to chromatin modification and regulation of transcription through possible epigenetic mechanisms. Seven of the genes in this network were also identified in the Gene Ontology Biological Process category for establishment and/or maintenance of chromatin architecture and are identified with arrows. Additionally, 5 probesets were identified in the Gene Ontology cellular component for the histone deacetylase complex: *Hdac11* (NM_144919.2), *Rbbp4* (NM_009030.3), *Rbbp7* (NM_009031.3), *Sap18 (NM_009119.3)* and *Suds3* (NM_178622.4). 

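In NAc 3 of these genes, *Hdac11*, *Rbbp4* and *Suds3*, were higher in mice that drank more. *Rbbp7* and *Sap18* had a negative r that did not pass the test. *Rbbp4* gave r = 0.515 with intake over 19 mice (permutation p = 0.0237, two-sided) and rho = 0.478 (permutation p = 0.0399). Without the 2 mice farthest from the median intake r was 0.460, and it was 0.195 among mice under 4 g/kg and 0.353 among those over 7 g/kg. Its level was 10.99 ± 0.10 in low and 11.08 ± 0.08 in high drinkers (SD, exact permutation p = 0.0376), and another of its probesets had r = -0.00965.

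*Suds3* gave r = 0.470 (permutation p = 0.0413) and rho = 0.432 (permutation p = 0.0658), *Rbbp7* r = -0.447 (permutation p = 0.0557) and *Sap18* r = -0.434 (permutation p = 0.0634), with differences between high and low drinkers of 0.09, -0.08 and -0.07 that did not exceed the spread between mice (exact permutation p = 0.0650, 0.222 and 0.0842). Adjusted over the 32 genes named for NAc, 1 of the 5 (*Hdac11*) kept p under 0.05 for r, and adjusted over all probesets 0 did. As a list, without *Sap18*, whose probeset also matches another gene, 3 of 4 rose and camera gave p = 0.0330 (adjusted p = 0.150), or 0.113 with an estimated correlation. The genes were chosen by the study and are not independent evidence. *Sap18* and *Suds3* are absent from the NAc rows of Table S2, so the probesets the paper meant for them were not established.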

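The chromatin genes of Table 2 split evenly by direction in NAc. *Myst3*, *Hdac11*, *Rbbp4* and *Cbx5* had a positive r with intake, and *Mbd2*, *Men1*, *Ehmt2* and *Rbbp7* a negative one. The DNA methyltransferase gene *Dnmt1* and the histone methyltransferase gene *Mll1* (*Kmt2a*), which the text adds to the network, had a positive r.

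Over the 8 genes of the table the size of r lay between 0.447 and 0.665. Permutation p was under 0.05 for 6, and for 5 after adjustment over the 8 alone. Spearman's rho gave 6 and 5. Over all 19815 probesets limma called 0 of them, with unadjusted p under 0.05 for 5. Leaving out the 2 mice farthest from the median intake kept the sign of 8, with sizes from 0.356 to 0.575, while 5 kept it among mice under 4 g/kg and 7 among those over 7 g/kg. *Dnmt1* gave r = 0.589 (permutation p = 0.00808) and rho = 0.622 (permutation p = 0.00546), 0.598, 0.107 and 0.683 in these subsets, and a difference between high and low drinkers of 0.13 (exact permutation p = 0.0552). *Mll1* gave r = 0.514 (permutation p = 0.0251), but -0.321 among mice under 4 g/kg.

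Other probesets had the opposite sign for *Mll1* (*Kmt2a*, -0.0809), *Men1* (0.138) and 3 of the 4 further probesets of *Cbx5* (-0.286 to -0.0547). As a list the 8 genes had no common direction (camera p = 0.940), and since the study chose them from these arrays they are not independent evidence.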

All genes in this network were significantly correlated to average ethanol drinking (Table 2). *Rbbp4* and *Rbbp7*, retinoblastoma-binding proteins, together with HDAC 1 and HDAC2, form the HDAC core which is part of both the NuRD and Sin3a complexes involved in transcriptional repression [29]. We previously showed that acute ethanol treatment increases mRNA levels of *Rbbp4* [20]. *Hdac11*, histone deacetylase complex 11, functions to repress RNA expression by removing acetyl groups from the core histones allowing DNA packaging into dense chromatin structures [30]. Other genes in the network (*Mbd2, Mll1, Men1, Ehmt2*, and *Dnmt1*) are involved in DNA methylation events and work concurrently to repress transcription [31], [32].

**Figure 2:**
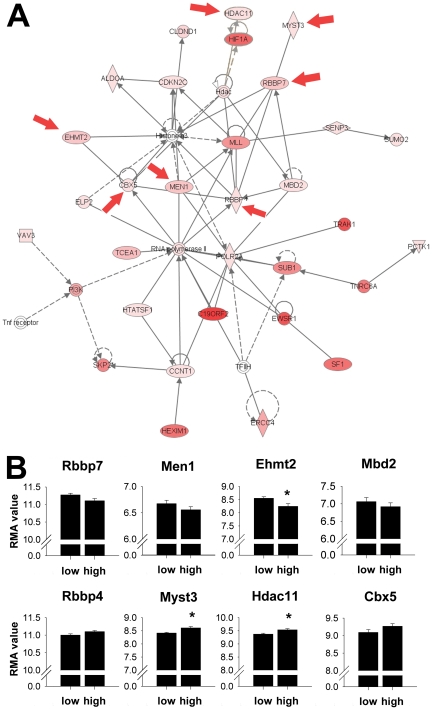
Chromatin modification genes differentially regulated in the nucleus accumbens of ethanol drinking mice. A. Network of genes involved in chromatin modification generated through the use of Ingenuity Pathways Analysis (www.ingenuity.com). Red arrows indicate genes identified in Gene Ontology Biological Process for establishment and/or maintenance of chromatin architecture. Genes significantly correlated to ethanol drinking are colored pink to red based on significance. Solid arrowheads reflect “acts on” interactions while lines without arrow indicate binding interactions only. Solid and dotted lines indicate, respectively, direct vs. indirect interactions. **B**. RMA expression of transcripts in networks involved in chromatin architecture. Low and high refer to the lowest vs. highest quartiles of ethanol drinkers. * p<0.05 by t-test.

**Table 2:** Genes involved in chromatin remodeling identified in nucleus accumbens.

Gene Symbol	Gene Name	Probeset ID	R value	p value	Function	Transcription
***Mbd2***	**methyl-CpG binding domain protein 2**	1425803_a_at	−0.515	1.00E-03	binds methylated DNA	silences
***Men1***	**multiple endocrine neoplasia 1**	1416348_at	−0.480	2.84E-03	methylated Lys4 Histone H3	silences
***Ehmt2***	**euchromatic histone lysine N-methyltransferase 2**	1426888_at	−0.482	2.69E-03	methylates Lys9 Histone H3	silences
*Rbbp7*	retinoblastoma binding protein 7	1415775_at	−0.481	2.75E-03	subunit of core HDAC complex	silences
***Rbbp4***	**retinoblastoma binding protein 4**	1434892_x_at	0.505	1.39E-03	member of NuRD and Sin3A complex	silences
***Myst3***	**MYST histone acetyltransferase 3**	1436315_at	0.650	7.92E-06	acetylated histones	activates
***Hdac11***	**histone deacetylase 11**	1451229_at	0.522	8.34E-04	deacetylates histones	silences
*Cbx5*	chromobox homolog 5 (Drosophila HP1a)	1454636_at	0.512	1.10E-03	binds acetylated histone 3	silences

Gene names in bold were also identified by the principal component analysis.

The relative expression of select genes in this network in the top quartile of high ethanol drinkers (>7 g/kg/18 h) and the bottom quartile of low ethanol drinkers (<2 g/kg/18 h) are summarized in Figure 2B. 

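The histone acetyltransferase gene *Myst3* and the deacetylase gene *Hdac11* were both higher in NAc of high drinkers than of low drinkers, and the histone methyltransferase gene *Ehmt2* was lower. *Myst3* showed the clearest separation of the chromatin genes. All values are RMA log2, mean ± SD, for 7 low and 11 high drinkers.

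*Myst3* was at 8.43 ± 0.06 in low and 8.64 ± 0.10 in high drinkers, a difference of 0.21 with exact permutation p = 3.77e-04, two-sided over all 31824 splits. *Hdac11* was at 9.38 ± 0.08 in low drinkers and higher by 0.13 in high drinkers (SD 0.11, exact permutation p = 0.0226) and *Ehmt2* from 8.53 ± 0.15 to 8.25 ± 0.26 (difference -0.27, exact permutation p = 0.0235). Adjusted over the 8 genes of Table 2, p was 0.00302, 0.0568 and 0.0568. Between the top and bottom quartile, 5 mice each, the differences were 0.20, 0.17 and -0.31 (exact permutation p = 0.0238, 0.0476 and 0.0317). Leaving out 1 mouse took the exact permutation p of *Hdac11* to 0.0534 (mouse 18) and that of *Ehmt2* to 0.0500 (mouse 6), and that of *Myst3* to 0.00113 at most.

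With intake itself, *Myst3* gave r = 0.665 (permutation p = 0.00269) and rho = 0.579 (permutation p = 0.0105), with r = 0.575 without the 2 mice farthest from the median intake, 0.781 under 4 g/kg and -0.189 over 7 g/kg. For *Hdac11*, r was 0.559 (permutation p = 0.0149) and rho 0.506, and 0.561, 0.649 and 0.314 in the same subsets. For *Ehmt2*, r was -0.534 (permutation p = 0.0184) and rho -0.563, and -0.432, -0.690 and -0.200. Of the 32 genes named for NAc, 19 differed between high and low drinkers at exact permutation p under 0.05, 3 after adjustment over these 32. Over all probesets limma called 0, with 541 at unadjusted p under 0.05. That unadjusted count was 297 between the quartiles and 1214 with array weights, which called 1 probeset (*Selenow*, adjusted p = 0.00937). It was 1571 with the first principal component of the arrays as a covariate, an alternative chosen after the data were seen.

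**Figure D1:**
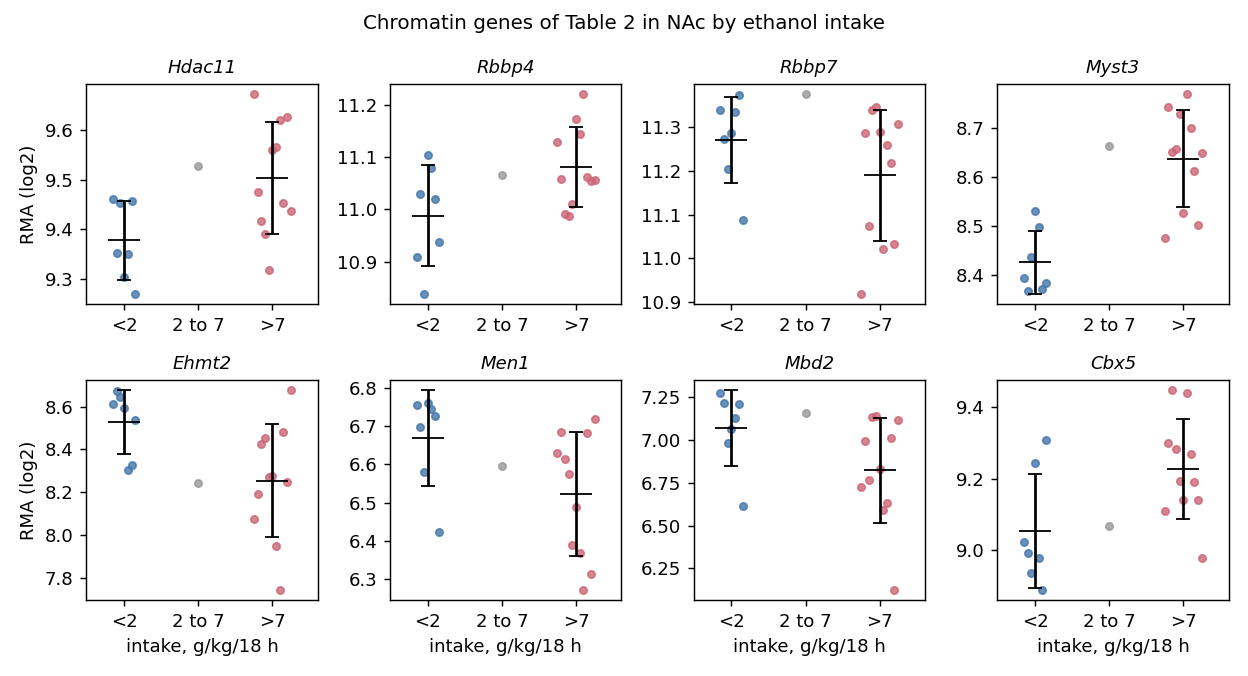
NAc expression of the 8 genes of Table 2 in mice with intake under 2, from 2 to 7 and over 7 g/kg/18 h. Each point is 1 mouse, and bars are mean ± SD (RMA log2).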

*Myst3* (NM_001081149), *Hdac11* and *Ehmt2 (*NM_147151*)* were significantly different in high versus low drinkers by t-test at p<0.05. *Myst3*, Myst histone acetyl transferase 3, is a member of a mouse histone acetyl transferase (HAT) complex that increases DNA transcription [33] by acetylating histone tails. Acetylation of histone tails opens up the chromatin structure to allow transcription factors and associated proteins access to the DNA and increase gene transcription. Many genes were in HDAC complexes (*Rbbp4, Rbbp7*), had intrinsic HDAC activity (*Hdac11*) or were involved in methylation of DNA (*Men1* (NM_001168488), *Mbd2* (NM_010773.2), *Mll1* (NM_001081049), *Ehmt2)*. These genes are believed to cause transcriptional silencing by removing acetyl groups from chromatin or increasing DNA methylation.

Further network analysis identified genes involved in synaptic vesicle formation and recycling (see Table 3). 

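The adaptor subunit genes *Ap2a1* and *Ap2m1*, the dynamin gene *Dnm1*, *Vamp3* and *Sh3glb1* were higher in NAc of mice that drank more. *Vamp4* was too (difference between high and low drinkers 0.22), but that fell to 0.09 without mouse 6. The adaptor subunit gene *Ap2a2*, the dynamin-like gene *Dnm1l* and the endophilin gene *Sh3gl2* had a negative r, which did not pass the test for *Dnm1l* (permutation p = 0.0502) and *Sh3gl2* (permutation p = 0.0693). Of these genes *Ap2m1*, the medium chain of the clathrin adaptor, had the strongest relation by r, and *Sh3glb1* by rho.

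*Ap2m1* gave r = 0.654 (permutation p = 0.00282, two-sided) and rho = 0.539 (permutation p = 0.0196), r = 0.554 without the 2 mice farthest from the median intake, 0.273 among mice under 4 g/kg and 0.209 among those over 7 g/kg. It was higher in high drinkers by 0.15 (10.83 ± 0.11 against 10.97 ± 0.06, SD, exact permutation p = 0.00185, adjusted p over Table 3 = 0.0352). *Dnm1* gave r = 0.576 (permutation p = 0.00974) but rho = 0.413 (permutation p = 0.0805), and *Sh3glb1* r = 0.585 (permutation p = 0.00718) and rho = 0.591. The negative ones were *Ap2a2* at -0.463, *Dnm1l* at -0.452 and *Sh3gl2* at -0.426. Further probesets of *Ap2a2* (0.178 and 0.337), *Dnm1l* (0.00947), *Sh3glb1* (-0.0488), *Vamp3* (-0.0585) and *Vamp4* (-0.203) had the opposite sign.

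Of these 9 genes 6 were positive, permutation p was under 0.05 for 7, and for 5 after adjustment over the genes named for NAc. Of the 19 genes of Table 3, 11 were positive, permutation p was under 0.05 for 16 and, adjusted over the table alone, for 6, while rho gave 9 and 0. Limma over all probesets called 0, with 15 at unadjusted p under 0.05. As a list the table gave camera p = 0.105, or 0.338 with an estimated correlation. It was chosen by the study and is not independent evidence.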

Genes involved in dynamin-dependent vesicle recycling (*Ap2a1* (NM_025606), *Ap2a2* (NM_007459), *Ap2m1* (NM_207255), *Dnm1* (NM_144516), *Dnm1l* (NM_028661), *Vamp3* (NM_009498), and *Vamp4* (NM_016796.3)) and synaptic vesicle biogenesis (*Sh3gl2* (NM_019535), *Sh3glb1* (NM_175141)) were generally positively correlated to ethanol intake. This suggests that synaptic vesicle recycling may be increased in mice prone to drinking greater amounts of ethanol. Conversely, low drinking mice had higher *Bdnf* (NM_001037955) expression. 

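*Bdnf* expression in NAc was at 6.07 ± 0.20 in the 7 low drinkers and 5.78 ± 0.28 in the 11 high drinkers (RMA log2, mean ± SD), so that the level in high drinkers was 0.820-fold that in low drinkers. The difference of -0.29 was about the size of the spread between mice (exact permutation p = 0.0320, two-sided, adjusted over Table 3 p = 0.0689), and between quartiles it was -0.21 (exact permutation p = 0.278, 5 mice each). Leaving out 1 mouse took the exact permutation p to 0.0696 at most. With intake over all 19 mice r was -0.461 and rho -0.462 (permutation p = 0.0484 for both). It was -0.387 without the 2 mice farthest from the median intake, -0.138 among mice under 4 g/kg and 0.112 among those over 7 g/kg. A further *Bdnf* probeset had r = -0.191, and limma gave the gene an adjusted p of 1.00 over all probesets.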

*Bdnf* may play a role to increase synaptogenesis in these studies as it has been implicated in plasticity from multiple drugs of abuse [34], [35]. Moreover, BDNF has been demonstrated to increase expression of genes correlated with synaptic vesicle release, suggesting a possible causal relationship with the synaptic vesicle-related genes mentioned above.

**Table 3:** Genes from nucleus accumbens involved in synaptic vesicle formation and recycling.

Gene Name	Gene Symbol	Probeset ID	R value	q value
adaptor protein complex AP-2, alpha 1 subunit	*Ap2a1*	1460724_at	0.484	2.55E-03
adaptor protein complex AP-2, alpha 2 subunit	*Ap2a2*	1452490_a_at	−0.485	2.45E-03
**adaptor protein complex AP-2, mu1**	***Ap2m1***	1450894_a_at	0.634	1.35E-05
brain derived neurotrophic factor	*Bdnf*	1422168_a_at	−0.470	3.62E-03
**dynamin 1**	***Dnm1***	1460365_a_at	0.541	4.38E-04
dynamin 1-like	*Dnm1l*	1428087_at	−0.447	6.21E-03
protein kinase, AMP-activated, beta 1 non-catalytic subunit	*Prkab1*	1452457_a_at	−0.455	5.27E-03
Rab acceptor 1 (prenylated)	*Rabac1*	1427773_a_at	−0.525	7.57E-04
**RAB3A, member RAS oncogene family**	***Rab3a***	1422589_at	0.588	8.14E-05
secretory carrier membrane protein 1	*Scamp1*	1426775_s_at	0.450	5.80E-03
SH3-domain GRB2-like 2	*Sh3gl2*	1418792_at	−0.451	5.74E-03
**SH3-domain GRB2-like B1 (endophilin)**	***Sh3glb1***	1418011_a_at	0.612	3.23E-05
solute carrier family 1 (neuronal/epithelial high affinity glutamate transporter), member 1	*Slc1a1*	1448299_at	0.461	4.48E-03
solute carrier family 2 (facilitated glucose transporter), member 1	*Slc2a1*	1426600_at	0.458	4.82E-03
**synaptophysin**	***Syp***	1448280_at	0.573	1.48E-04
synaptotagmin II	*Syt2*	1420418_at	−0.515	9.91E-04
syntaxin 6	*Stx6*	1431646_a_at	−0.507	1.29E-03
**vesicle-associated membrane protein 3**	***Vamp3***	1437708_x_at	0.552	3.06E-04
vesicle-associated membrane protein 4	*Vamp4*	1422896_at	0.459	4.76E-03

Genes in bold were also identified by principal component analysis.

The gene lists generated from PC analysis were similar in biological function. Overrepresented Gene Ontology categories included the synaptic vesicle, chromatin modification, histone methylation, Na^+^K^+^ ATPase activity and protein kinase activity (Table S5). Many of the genes highlighted in the chromatin modification and synaptic vesicle formation and recycling networks described above were present in the principal component analysis (highlighted in bold in Table 2).

#### Prefrontal Cortex

Primary analyses of gene transcripts differentially regulated by ethanol drinking in the prefrontal cortex yielded 850 transcripts by RMA summarization, using a false discovery rate of 1% (Table S2). The gene list was entered into EASE and Bibliosphere analysis to identify over-represented functional categories as compared to all the transcripts on the Mouse430Av2 chips. The following categories were statistically over-represented at p<0.05 in both analyses (see Table S4): mitochondrial inner membrane, oxidoreductase activity, cell projection and regulation of cell shape. 

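In PFC most genes of the mitochondrial respiratory chain and ATP synthase had a negative r with ethanol intake, as a list called only with the preset correlation between genes. No single member stood out. The components with the most negative r included *Cox5a* (-0.379), of cytochrome oxidase, and *Ndufb6* (-0.358), of complex I.

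Of 68 oxidative phosphorylation genes 14 had a positive r with intake, with a median r of -0.153. Camera with the preset correlation gave adjusted p = 0.00492 over 90 list tests, but these genes vary together (estimated correlation 0.274), and with that estimate p was 0.283 and fry gave 0.308, two-sided. The number of members with unadjusted p under 0.05 was 0. In the same PFC arrays oligodendrocyte markers had a positive r (11 of 11), so a change in the mix of cells was not separated from a change within neurons. The direction was the same in NAc (24 of 68 positive, adjusted p = 0.0314, 0.430 with an estimated correlation) and the list was not called in VMB (38 of 68 positive, p = 0.134). The slopes in PFC and VMB differed for this list by the preset test (adjusted p = 0.00165). That difference was not tested with an estimated correlation.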

The top canonical pathways identified by Ingenuity Pathway Analysis mirrored some results from EASE and Bibliosphere (mitochondrial dysfunction and ubiquinone biosynthesis) and identified involvement of other signaling pathways: IL2, Pten, Jak/Stat and glucocorticoid receptor signaling.

Ingenuity network analysis identified potential involvement of PFC glutamate receptor signaling (Figure 3) in the variation of ethanol drinking behaviors. This network contained several ionotropic glutamate receptor subunits, NMDA receptor subunits 2B and 3B (*Grin2b* (NM_008171), *Grin3b* (NM_028388)) and the kainite receptor (*Grik1* (NM_010348)), as well as genes that bind (*Htt* (NM_010414)) or are regulated by glutamate receptors (*Dlg4* (NM_001109752) aka *Psd95*). 

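In PFC the NMDA receptor subunit gene *Grin2b* rose with ethanol intake, and the kainate receptor gene *Grik1* and the NMDA receptor subunit gene *Grin3b* fell. *Grin2b* was lowest in the low drinkers. *Grik1* and *Grin3b* had mean levels of 3.66 and 3.56, under the filter level of 4.5, where arrays resolve changes poorly.

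*Grin2b* gave r = 0.638 over 19 mice (permutation p = 0.00330, two-sided, adjusted p = 0.0198 over the 6 genes named for PFC) and rho = 0.607 (permutation p = 0.00713). Without the 2 mice farthest from the median intake r was 0.731, among mice under 4 g/kg -0.00529 and among those over 7 g/kg 0.426. It was at 5.34 ± 0.25 in 6 low and 5.64 ± 0.17 in 11 high drinkers (SD, exact permutation p = 0.00962), and its further probeset had r = -0.0857. *Grik1* gave r = -0.584 (permutation p = 0.00776, adjusted p = 0.0233) and rho = -0.566, with -0.452, -0.767 and -0.170 in the same subsets and a difference between high and low drinkers of -0.25 (exact permutation p = 0.0127). For *Grin3b*, r was -0.514 (permutation p = 0.0256) and rho -0.477, with -0.369, 0.139 and -0.602 in the subsets. By r, the relation of *Grin3b* did not pass adjustment over the 6 genes. Its difference of -0.09 did not exceed the spread between mice (exact permutation p = 0.164). Adjusted over the 6 genes, permutation p was under 0.05 for 2 of them by r and for 5 by rho.

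Of the 6 named genes 3 were positive, and limma over all probesets called 0 of them (4 at unadjusted p under 0.05). As a list they gave camera p = 0.857, and a textbook list of 27 glutamate receptor and scaffold genes, 11 of them positive, p = 0.620. For *Dlg4*, with r = -0.455 (permutation p = 0.0514), further probesets gave 0.303 and 0.263.

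**Figure D2:**
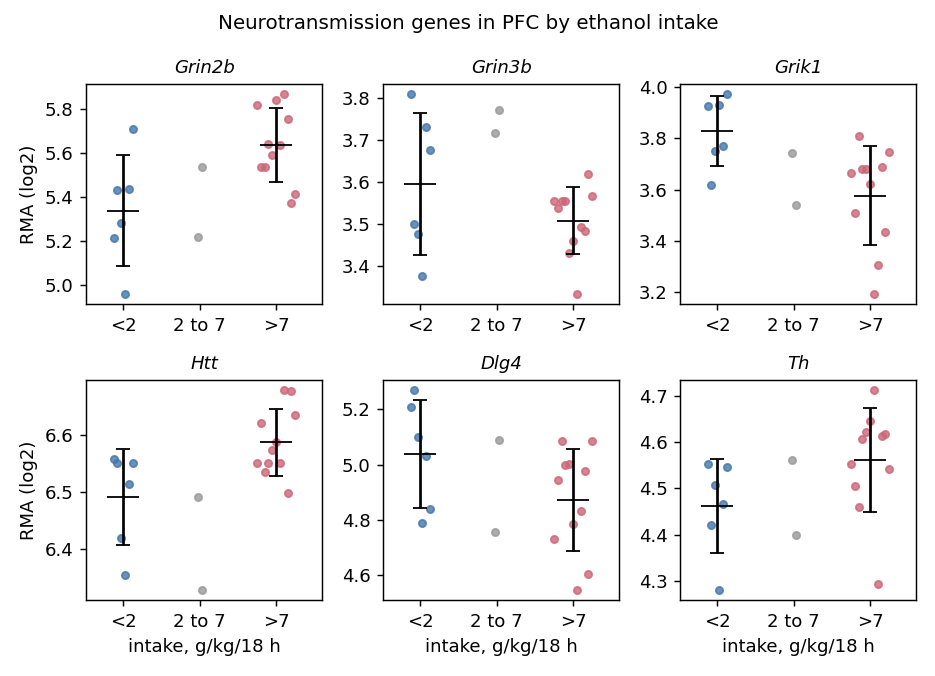
PFC expression of Grin2b, Grin3b, Grik1, Htt, Dlg4 and Th in mice with intake under 2, from 2 to 7 and over 7 g/kg/18 h. Each point is 1 mouse, and bars are mean ± SD (RMA log2).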

The NR2b subunit of the NMDA receptor was positively correlated to ethanol drinking with the lowest drinking mice having lower expression (Figure 3), while the NR3b subunit and kainate receptor (*Grik1*) were correlated negatively to ethanol drinking. 

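The transcript of *Th*, which encodes tyrosine hydroxylase, was close to background in PFC, at a mean of 4.52, and rose slightly with intake. Over 19 mice r was 0.474 (permutation p = 0.0402, two-sided) and rho 0.506 (permutation p = 0.0288). Without the 2 mice farthest from the median intake r was 0.592, among mice under 4 g/kg -0.280 and among those over 7 g/kg 0.468. Low drinkers were at 4.46 ± 0.10 and high drinkers at 4.56 ± 0.11 (RMA log2, mean ± SD, n = 6 and 11), a difference no larger than the spread between mice (exact permutation p = 0.0954). Adjusted over the 6 genes named for PFC, p of r was 0.0564. By rho, *Th* was among the 5 of these 6 genes with adjusted p under 0.05. The dopamine neuron markers in PFC, 10 of 13 positive, gave camera p = 0.00911 (adjusted p = 0.0745), 0.0134 with an estimated correlation (adjusted p = 0.971) and 0.00956 by fry (adjusted p = 0.860). *Th* is itself on that list, which is thus not separate evidence.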

Tyrosine hydroxylase, the rate-limiting enzyme in catecholamine synthesis involved in the conversion of tyrosine to dopamine, was also positively correlated to ethanol drinking (Figure 3).

**Figure 3:**
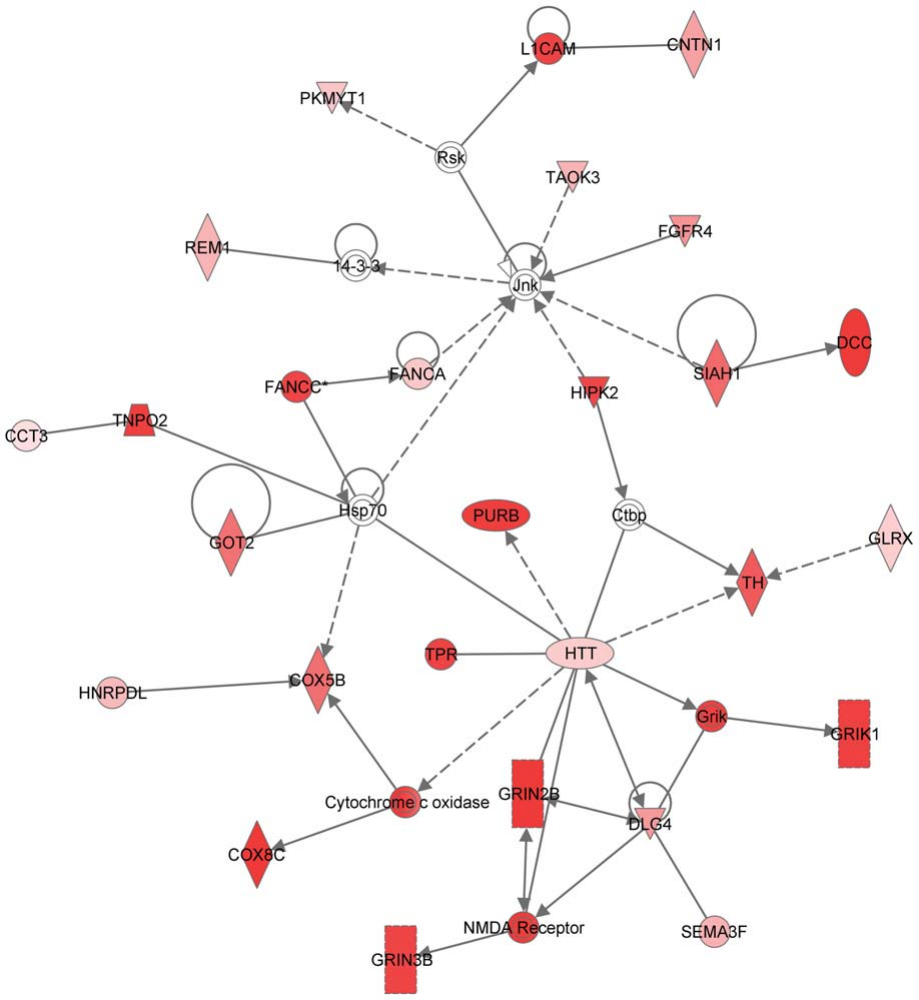
Network of genes involved in glutamate signaling in the prefrontal cortex of ethanol drinking mice. Network of genes involved in glutamate signaling generated through the use of Ingenuity Pathways Analysis (www.ingenuity.com). Genes significantly correlated to ethanol drinking are colored pink to red based on significance.

Functional overrepresentation analysis of the PFC gene list derived from principal component derivation of the behavioral data revealed biological categories related to mitochondria such as electron transport, respiratory chain and mitochondrial dysfunction (Table S5) that overlapped with the averaged drinking data analysis. Two glutamate receptor subunits, *Grin2b* and *Grik1*, were also present in the PC analysis. Stress activated protein kinase signaling and retinoic acid signaling were over-represented in the principal component analysis, but not in the average drinking correlation analysis.

#### Ventral Midbrain Region

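In VMB the phosphodiesterase gene *Gdpd2* rose with ethanol intake, and the centromere gene *Cenpm* and the chemokine receptor gene *Ccr8* fell. *Gdpd2* gave r = 0.680 over 19 mice (permutation p = 7.9e-04, two-sided) and rho = 0.636 (permutation p = 0.00421), with r = 0.665 without the 2 mice farthest from the median intake, 0.308 among mice under 4 g/kg and 0.167 among those over 7 g/kg. It was at 5.78 ± 0.09 in 7 low and 5.97 ± 0.13 in 10 high drinkers (SD, exact permutation p = 0.00447). *Cenpm* gave r = -0.667 (permutation p = 0.00155) and rho = -0.706, with -0.632, -0.589 and -0.455 in the subsets and a difference of -0.20 (exact permutation p = 0.00494). *Ccr8* gave r = -0.669 at a mean level of 3.33, under the filter level of 4.5.

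These genes were named because they ranked highest here, so their p-values are not independent of that choice. Their adjusted p over all probesets was 1.00. Between high and low drinkers limma called 0 probesets in VMB, with 287 at unadjusted p under 0.05 (98 higher in high drinkers, 189 lower). That unadjusted count was 1487 with array weights and 161 between the quartiles, which have fewer mice.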

In the VMB, 559 transcripts were significantly correlated to ethanol drinking intake, using a false discovery rate of 1%. 

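Chemokine and Toll-like receptor genes had no detectable common relation to intake in VMB, where *Il1b* (r = -0.585) and *Ccl5* (r = -0.443) had the most negative r. Of 26 such genes on a textbook list 8 had a positive r with intake, and the median r was -0.148. The list did not pass: camera with the preset correlation gave p = 0.128 (adjusted p = 0.344), the estimated correlation 0.438 and fry 0.381, two-sided, and with the first principal component as a covariate the direction turned upward (p = 0.911). Unadjusted p was under 0.05 for 1 member and adjusted p for 0. Lysosome and glycosaminoglycan degradation genes were not called in VMB either (15 of 21 positive, camera p = 0.0936, 0.310 with an estimated correlation and 0.862 with that covariate). The only list called in VMB was that of microglia markers, 11 of 14 positive (adjusted p = 0.0290 by the preset correlation, p = 0.133 by the estimated one and 0.302 by fry). Lists of cell adhesion and locomotor behavior genes were not tested.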

Gene Ontology analysis revealed only a few significant categories (Table S3) that were surprisingly cohesive (locomotor behavior, cell adhesion, cell projection and basolateral plasma membrane), suggesting cell migration and chemotaxis may be affected in the VMB. Corresponding analysis using Bibliosphere and the canonical pathways in Ingenuity identified many of the same categories (Table S3). Gene networks identified by Ingenuity Pathway Analysis did not reveal additional conserved biological functions for the ventral midbrain region.

Despite having a slightly lower percentage of genes overlapping with data from the average drinking analysis, the VMB gene list correlating to principal component analysis of the behavioral data had similar functional categories identified by Gene Ontology analysis (glycosaminoglycan degradation, locomotor behavior, and toll-like receptor signal; see Table S4).

### Characterization of select genes

We used Western blot analysis to further confirm the microarray results of select genes. RAB3A (NM_009001) was chosen for its documented role in synaptic vesicle trafficking. In a separate cohort of mice (Exp. 2), RAB3A expression was determined in high (n = 5, ethanol intake >7-g/kg) and low (n = 5, ethanol intake <2-g/kg) drinking mice (Figure 4). RAB3A expression was significantly lower in mice consuming less than 2-g/kg ethanol than in mice consuming more than 7-g/kg ethanol (p<0.05, T-test). Western blot analysis showed a 1.7 fold greater level of RAB3A expression in high drinking mice, similar to what was seen with mRNA expression changes in the microarray results. 

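On the arrays *Rab3a* mRNA in NAc was higher in high than in low drinkers by 1.08-fold (10.84 ± 0.11 against 10.95 ± 0.09, RMA log2, mean ± SD, n = 7 and 11). The exact permutation p was 0.0326, two-sided, and 0.0689 after adjustment over Table 3. With intake, r was 0.584 (permutation p = 0.00843, adjusted p = 0.0385 over Table 3) and rho 0.570 (permutation p = 0.0119). It was 0.500 without the 2 mice farthest from the median intake, 0.172 among mice under 4 g/kg and 0.408 among those over 7 g/kg. Between quartiles of 5 mice the difference was 0.18 (exact permutation p = 0.0397), and leaving out 1 mouse took the exact permutation p over all high and low drinkers to 0.0855 at most. The arrays measure mRNA and carry no information on protein.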

Additional protein studies were conducted for BDNF (Bdnf; NM_007540)and dynamin (Dnm1; NM_010065). These showed trends but did not reach statistical significance (p = 0.3 and p = 0.2, respectively), as might be expected from the small magnitude changes in mRNA abundance seen with microarrays. Rather than study larger numbers of animals for protein quantitation, we further validated our array results through bioinformatics and behavioral pharmacology studies as outlined below.

**Figure 4:**
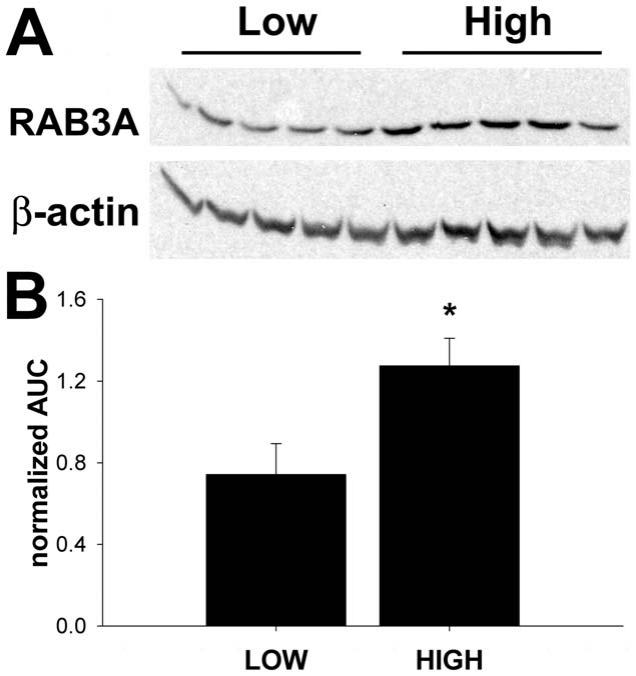
RAB3A expression in high and low drinking mice. **A**. Western blot of nucleus accumbens total protein probed with RAB3A and beta-actin. **B**. Quantitation of western blot analysis, area under the curve (AUC) RAB3A expression normalized to total beta-actin. LOW <2 g/kg EtOH, HIGH >7 g/kg EtOH. * p<0.05, by t-test.

### Associations with genetic ethanol drinking phenotypes

Extensive prior microarray studies have been done comparing basal brain gene expression across multiple mouse strains with divergent ethanol drinking phenotypes. A large meta-analysis of this data identified gene expression correlated with ethanol drinking behavior across these multiple genetic models [27]. We predicted that a subset of genes having correlation with individual drinking behavior within a single inbred strain would overlap with the genetically derived gene sets associated with drinking behavior. Out of 889 significantly regulated transcripts in the NAc, 202 transcripts (p<10^−34^, Chi-square analysis) were also identified in the meta-analysis (see Figure S2b). Functional categories of these genes remained similar to our original analysis. PI3K/Akt signaling, protein ubiquitination and genes involved in synaptic vesicles were still highly represented. One of these genes, syntaxin-binding protein 1 (*Stxbp1* (NM_009295)) has been previously identified as a putative candidate for an ethanol-drinking locus on Chromosome 2 [12]. In the PFC, 168 genes out of 850 (p<10^−18^, Chi-square) were also identified by the meta-analysis (see Figure S2c). Mitochondrial dysfunction and PTEN signaling remained top biological functions. However, genes involved in glutamate receptor signaling were not represented on this list since this category was not enriched in the meta-analysis. Genes involved in retinoic acid signaling were over-represented in our principal component analysis and were also in the meta-analysis dataset. Retinoic acid signaling plays a role in the differentiation and function of dopaminergic pathways [36]. In the VMB, 108 genes out of 435 (p<10^−4^, Chi-square) were in common with the meta-analysis results (Figure S2d). Glycosaminoglycan degradation and cell movement were again identified as top biological functions. The highly significant overlap between our gene list and those of the meta-analysis across mouse lines genetically selected for differences in ethanol intake as well as the degree of overlap between functional gene categories in these two independent studies, both serve to validate our microarray data in terms of relevance to ethanol consumption.

### Histone Deacetylase Inhibition and Ethanol Drinking

The bioinformatics analysis of NAc genes correlating with ethanol intake showed an over-representation for genes involved in chromatin remodeling, particularly histone acetylation. Such epigenetic modifications have been shown to play a role in responses to other drugs of abuse [37], [38]. To perform a functional validation of our microarray data regarding the role of chromatin modification genes in ethanol drinking, Trichostatin A (TSA), an inhibitor of class I (HDAC isoforms 1, 2, 3, 8 and 11) and class II HDACs (isoforms 4, 5, 6, 7, 9 and 10) [39], [40], was examined to determine effects on ethanol drinking. Similar doses of TSA have been shown to increase histone acetylation in the brain, rescue memory consolidation and increase cFos and cJun mRNA expression [41], [42]. We hypothesized that if chromatin acetylation events were indeed involved in the drinking phenotype, administration of an HDAC inhibitor would alter ethanol intake/preference and potentially reduce individual variation in drinking behavior. Following baseline ethanol drinking for seven days, TSA (2 mg/kg, i.p.) was administered for five consecutive days. Ethanol was freely available 24 hours/day during and for 4 weeks following TSA administration. Both TSA and vehicle-treated groups showed decreased ethanol intake on treatment days, likely due to the acute stress of injections (not shown). Following the treatment period, TSA-treated animals showed significantly increased ethanol drinking over baseline intake at three and four weeks following administration (1-way repeated measures ANOVA with Sheffe post-hoc, p<0.01) while vehicle treated animals showed no significant change (Figure 5A). Vehicle treated animals showed a gradual return to baseline drinking over the four weeks following injections. Two-way repeated measures ANOVA using weekly ethanol intake after treatment as the dependent variable revealed a main effect of time (F(3, 72) = 9.03, p<0.0001). Treatment and treatment x time interactions did not show significant effects likely due to gradual onset of the TSA response and the slight time-dependent changes in the vehicle-treated animals. However, post-hoc analyses indicated that vehicle and TSA-treated group ethanol intakes were significantly different from one another at week 3 and week 4 (Sheffe, p<0.02). There was no effect of TSA treatment on total fluid consumed over the course of the experiment (data not shown) and, in a separate experiment, TSA treatment had no effect on the kinetics of ethanol metabolism following an i.p. injection of 2-g/kg ethanol (Figure 5B). Western blot analysis for histone H4 hyperacetylation confirmed elevated H4 acetylation levels 24 hours after a single 2-mg/kg TSA i.p. injection (Figure S3).

**Figure 5:**
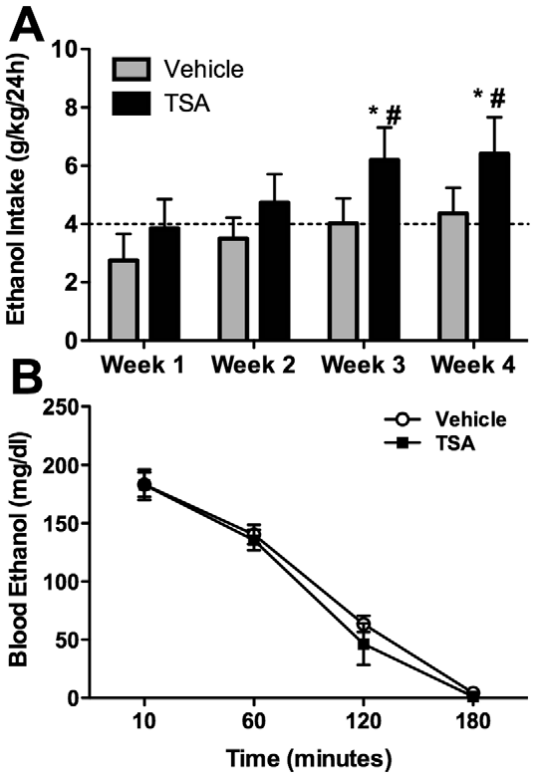
Histone deacetylase activity inhibition increases ethanol intake. **A.** Average weekly ethanol intake of C57BL/6NCrl mice after i.p. treatment with 2 mg/kg trichostatin A (TSA) or vehicle (n = 9) for 5 days. Both groups had identical baseline average ethanol intake (dotted line) prior to treatment with TSA. TSA caused ethanol intake to increase significantly by weeks 3–4 post-treatment (*p<0.001 vs. baseline; #p<0.02 vs. vehicle at same time points). **B.** Blood ethanol concentration in TSA and vehicle treated mice following a 2-mg/kg ethanol injection (i.p.).

We hypothesized that TSA treatment might also reduce the variability of ethanol intake in individual mice as well as alter overall ethanol intake. However, the relatively small sample size for this experiment (n = 9 for each treatment group) did not allow a definitive conclusion as to whether TSA affected the overall distribution of drinking values, since most animals showed increased drinking following TSA (not shown).

## Discussion

Our studies here showed that C57BL/6NCrl mice express a striking degree of stable, inter-individual variation in ethanol drinking behavior with greater than 10-fold differences within a drinking session. We suspect these differences were generated by subtle environmental differences such as rearing behaviors [43], [44], intrauterine position, social interactions or stress [45], [46]. Individual variation within the C57 substrains has been reported for ethanol drinking behaviors [16], [17], [47] as well as in stress responsiveness [48] that may be a contributing factor to ethanol preference [49], [50], [51]. For example, C57BL/6J mice are known to consume slightly more ethanol in a 2 bottle choice paradigm than C57BL/6NCrl [19], [52] and also display variation of individual ethanol intake (unpublished observation), albeit the range is smaller than with C57BL/6NCrl mice. C57BL/6J mice have several chromosomal regions that are duplicated in comparison to C57BL/6NCrl mice [52], and may account for the differences in overall consumption and range of individual variation between the two strains. In the C57BL/10 substrain, Little *et al*. reported that within-strain preference variation was not correlated with gender or ethanol metabolism, and could not be altered by simple environmental disturbances [18]. Gonzalez et al. have shown that C57BL6/J and C57BL/6NCrl also do not differ in ethanol metabolism rates [53]. Regardless of which environmental conditions may have contributed to variation in ethanol drinking behaviors, we hypothesized that the differences could be mediated by individual variation in basal gene expression.

The studies here employed a unique experimental design that allowed long-term measures of ethanol drinking behavior, ensured that such behavior was stable upon reinstatement, and permitted assaying gene expression differences in individual animals off ethanol. This allowed identification of expression patterns presumably “predictive” of drinking behavior rather than simply resulting from such. However, even with the current design, we cannot totally eliminate the possibility that some of our gene expression results reflect, rather than cause, individual variation in drinking behavior. Additionally, even though the behavioral data showed extinction of an ethanol deprivation effect after several cycles of withdrawal and reinstatement (Figure S1), we cannot exclude that some of our microarray results do indeed reflect expression changes secondary to ethanol deprivation. Perhaps most likely, there could be a complex interaction between basal, ethanol-deprivation and ethanol-responsive gene expression patterns underlying these microarray results and perpetuating the long-term drinking patterns seen in these animals. However, as discussed below, the highly significant overlap of our expression gene sets with data from a meta-analysis on basal gene expression correlating with ethanol consumption [27], strongly suggests that our results largely represent basal individual variation in gene expression that influenced drinking behavior.

The current studies showed a potential role for epigenetic regulation of ethanol preference in B6 mice. In the NAc, genes with chromatin remodeling Gene Ontology function or classified in the HDAC complex had differential expression between high and low ethanol-drinking animals (see Table 2). Intriguingly, genes involved in both histone modifications as well as genes involved in DNA methylation events were significantly altered in the nucleus accumbens but not in other brain regions assayed. Thus, our genomic findings suggest an extensive and complex representation of chromatin modification gene networks as contributing to variation in ethanol intake specifically in the nucleus accumbens.

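Chromatin genes in NAc were related to ethanol intake in both directions, and none of them had a permutation p under 0.05 in PFC or VMB. *Myst3* had r = 0.0214 in PFC and -0.289 in VMB, *Ehmt2* 0.208 and 0.0712, *Mbd2* -0.127 and 0.349, and *Dnmt1* -0.382 and 0.0240. A relation in 1 region and not in another is not by itself a difference between regions, so the slopes were compared directly.

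Of the 12 chromatin genes named in the text and in Table 2, 9 had permutation p under 0.05 in NAc, 0 in PFC and 0 in VMB. The slope on intake differed between NAc and PFC at unadjusted p under 0.05 for 5, and between NAc and VMB for 4. The slope of *Myst3* was larger in NAc than in VMB by 0.0277 log2 units per g/kg (p = 0.00121, adjusted p = 0.00970 over Table 2) and than in PFC by 0.0175 (p = 0.0393). That of *Mbd2* differed from VMB by -0.0480 (p = 0.00337, adjusted p = 0.0135) and from PFC by -0.0231 (p = 0.156). *Ehmt2* differed by -0.0355 from PFC (p = 0.0180) and -0.0312 from VMB (p = 0.0327), *Dnmt1* by 0.0339 (p = 0.00305) and 0.0154 (p = 0.154), and *Hdac11* by 0.0112 (p = 0.151) and 0.0148 (p = 0.0539). Over the 8 genes of Table 2, 0 slopes differed between NAc and PFC and 2 between NAc and VMB after adjustment over the table, and 0 after adjustment over all probesets.

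The paper states that genes of histone modification and of DNA methylation events were altered in NAc and not in the other regions. From its genomic findings it proposes that chromatin modification networks contribute to variation in intake specifically in NAc. It also cites the trichostatin A experiment, on which these arrays do not bear. The slope tests address only the statement on regions. The genes were selected by the study for their relation in NAc on these same arrays, which favours a stronger relation there than in the other regions, so these slope tests are not independent evidence of a regional difference.

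**Figure D3:**
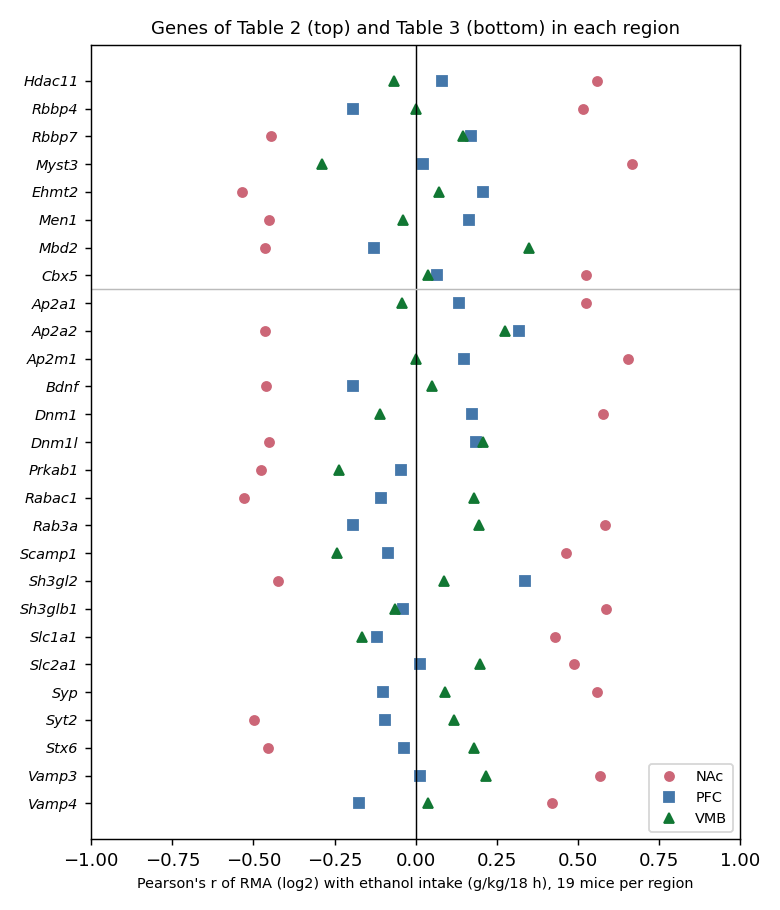
Correlation with ethanol intake of the 27 genes of Tables 2 and 3 in NAc, PFC and VMB.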

Inhibiting HDAC activity with TSA injections increased ethanol intake above baseline and vehicle-treated levels, supporting a role for chromatin modifications in the modulation of ethanol preference. The complex changes in chromatin modification gene expression made it difficult to predict how directly altering histone acetylation might affect drinking behavior. We suggest, however, that any TSA-induced change in ethanol drinking across individuals or as a population is supportive of our hypothesis regarding a role of chromatin modification in driving individual variation in ethanol intake. This data is the first to show modulation of drinking behavior by altering chromatin acetylation. However, evidence of ethanol-induced chromatin remodeling has been reported in hepatocytes [54] and in mouse brain [55]. In cultured cortical neurons, ethanol increases NR2B transcription possibly through epigenetic modifications such as methylation of CpG islands [56]. Acute ethanol increases histone H3 and H4 acetylation and decreases HDAC activity in amygdala, while ethanol withdrawal produces the opposite response with decreased histone acetylation [57]. Social stress induces histone H3 demethylation at certain *Bdnf* promoters, leading to decreased *Bdnf* transcription [58]. Together, these studies demonstrate that environmental factors such as social stress or drug taking can modify chromatin and support a role for chromatin remodeling in the formation of stable neuronal adaptations underlying individual differences in drinking behavior.

Our bioinformatics analysis of gene expression correlating with ethanol drinking also identified gene networks involved in synaptic vesicle biogenesis and recycling (Table 3). Many of these genes have previously been implicated as playing a role in ethanol drinking or acute response to ethanol. For example, syntaxin-binding protein, STXBP1, anchors synaptic vesicles to the plasma membrane and was positively correlated to ethanol drinking in our studies. *Stxbp1* was previously identified as a candidate gene for a mouse Chr2 ethanol preference locus [12]. RAB3A, a small GTPase associated with synaptic vesicle trafficking and neurotransmitter release [59], was positively correlated to ethanol intake and protein expression was 1.7 fold higher in heavy drinking mice. This gene may play a role in sensitivity to the acute ataxic and sedative effects of ethanol in *C. elegans* and mice [60].

We also identified an inverse correlation between *Bdnf* mRNA levels and individual ethanol consumption. BDNF regulates multiple synaptic vesicle-related proteins, including several listed in Table 3, such as synaptotagmin, synaptophysin [61], AP2 complexes [62], and STXBP1 [63]. BDNF has been implicated in neuroplasticity from multiple drugs of abuse [34], [35]. In clinical studies, peripheral BDNF is lower in dependent alcoholics and patients with a positive family history of dependence as compared to normal controls and dependent patients with a negative family history [64]. McGough et al. [65] also showed that *Bdnf* under-expression in *Bdnf*+/- mice caused increased ethanol consumption, consistent with *Bdnf* mRNA expression observed in the current study, where *Bdnf* is lowest in mice with the highest ethanol intake. We do not believe, therefore, that *Bdnf* expression levels seen in our studies were secondary to ethanol exposure itself. In support of this, we and other investigators have shown that acute ethanol injection (2 g/kg i.p.) in B6 or D2 mice increases *Bdnf* expression and that after 4 weeks of 2-bottle choice ethanol drinking, *Bdnf* is increased in the dorsal striatum versus non-ethanol controls [20], [65]. Thus, we suggest that lower *Bdnf* expression in the low drinking mice was possibly a causal factor in individual drinking behavior variance, rather than secondary to drinking behavior itself. We cannot currently exclude the possibility that ethanol drinking followed by withdrawal (4 days) caused the correlated changes in *Bdnf* expression. Together, these findings on *Bdnf* and synaptic vesicle-related gene expression are strong evidence supporting an important link between regulation of synaptic vesicles and individual variation in ethanol intake.

In the present study, many of the most robust gene expression changes were found in the nucleus accumbens and prefrontal cortex. 

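Slopes on intake were compared between regions for every probeset, with the mouse number as a block. Limma called 0 of 19815 probesets at adjusted p under 0.05 for NAc against PFC, NAc against VMB and PFC against VMB. Unadjusted p was under 0.05 for 608, 821 and 546, fewer than uniform p-values would give. In simulated data a slope difference between NAc and PFC made by a correlation of 0.8 was recovered for 24.5% of changed probesets at the stricter adjusted p under 0.01. The other region pairs were not simulated. Of the gene lists called in a region, those with a slope that differed between regions included astrocyte markers for NAc and PFC (adjusted p = 0.00319) and proteasome genes for NAc and VMB (adjusted p = 0.00165), both with the preset correlation between genes. The calls of these lists within a region were lost with an estimated correlation, and the slope differences were not tested with one.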

Brain regional differential gene expression is not surprising considering the proposed different roles of each region in ethanol responses [66]. Furthermore, we have seen such inter-region diversity with our prior studies on acute ethanol– such as *Bdnf* expression only being regulated in nucleus accumbens [20]. The regional differences are potentially functionally significant. For example, glutamate signaling, the major excitatory feedback to the ventral tegmental area, was altered in prefrontal cortex. The finding of expression differences related to potential epigenetic regulation events only in nucleus accumbens, is particularly intriguing given the known role of that region in drug reward.

Importantly, we found significant overlap between our gene lists and a previously published meta-analysis of basal brain gene expression across mouse strains with differing ethanol preference [27]. Several functional categories potentially involved in drinking phenotypes were also over-represented in both studies, including PI3K/Akt and PTEN signaling, protein ubiquitination and mitochondrial dysfunction. These functional categories together suggest a role for cell survival pathways, altered energy metabolism or potential neuronal toxicity due to ethanol consumption. However, animals from the meta-analysis never consumed ethanol. Therefore it is possible that animals with a proclivity to drink ethanol may have altered signaling in these pathways prior to drinking.

In conclusion, the current experiments have described persistent inter-individual variation of ethanol drinking behaviors in B6 mice and, more importantly, they define gene expression networks that may underlie these individual differences. This study utilizes variation within an inbred strain to minimize genetic influences, isolating changes in gene expression due specifically to environmental factors. These experiments have identified several gene networks previously implicated in responses to ethanol in the NAc and PFC: glutamate signaling, BDNF and genes involved in synaptic vesicle function. Perhaps most importantly, our expression studies and behavioral analysis following histone deacetylase inhibition implicate epigenetic factors involving chromatin acetylation and/or methylation as contributing to environmental modulation of ethanol intake. Defining specific gene networks targeted by these epigenetic modifications is an important goal of ongoing studies. The novel findings presented here could contribute to understanding mechanisms involved in individual risk for alcohol abuse and alcoholism in humans. Future work will focus on characterizing the genesis and implications of gene network alterations and epigenetic modifications associated with variation in ethanol drinking.

## Supporting Information

Figure S1 **Average Ethanol Intake Over 16 Days Of Access.** Ethanol intake was significantly increased following repeated ethanol deprivations (**p<0.001 day 4 vs. day 9, *p<0.01 day 4 vs. day 17, Bonferroni Multiple Comparison test). Ethanol consumption did not differ from baseline after the third deprivation (p>0.05, day 4 vs. day 25).
(TIF) Click here for additional data file.

Figure S2 **Genes Differentially Regulated In Ethanol Drinking Mice.** **A**. Venn diagram overlapping and non-overlapping genes in each brain region significantly correlated to drinking at FDR<0.01. Region-specific expression patterns are represented as shaded circles (nucleus accumbens (NAc), dark; prefrontal cortex (PFC), open; ventral midbrain (VMB), light). **B**–**D.** Hierarchical clustering of transcripts significantly correlated to ethanol drinking in the NAc (**B**), PFC (**C**) and VMB (**D**). Genes that overlap with the meta-analysis are labeled in blue. Genes that overlap with the principal component analysis are labeled in orange. Red color indicates higher relative expression and green indicates lower expression. Columns are arranged according to drinking behavior averaged over the last 8 days of intake, with low drinking mice on the left, progressing to higher drinking mice on the right.
(TIF) Click here for additional data file.

Figure S3 **Western Blot Analysis Of TSA Effects On Histone H4 Acetylation.** Western blotting for acetyl-Histone-H4 was used to verify CNS activity of i.p. TSA. C57BL/6NCrl mice (n = 12) received a single i.p. injection of 2 mg/kg TSA or vehicle. After 24 hours, nucleus accumbens was dissected for Western blotting for acetyl-histone H4 (upper panel) or GAPDH as a loading control (lower panel). Results verify increased H4 acetylation in NAc after TSA treatment.
(TIF) Click here for additional data file.

Table S1 Average Ethanol Intake and Preference for six C57BL/6NCrl litters. Average ethanol intake and preference for six separate litters of male mice (n = 4−5/litter) was calculated over 14 days of 24 h access to 2-bottle choice ethanol. There was no significant difference in intake or preference as reported in Results.
(XLSX) Click here for additional data file.

Table S2 Results from Correlation with Average Drinking. Data are gene lists and statistics for gene expression correlating with individual average ethanol intake from the last 8 days of ethanol access following a third round of ethanol deprivation. Data are presented for each brain region separately.
(XLSX) Click here for additional data file.

Table S3 Gene Lists from Principal Component Analysis. Data are gene lists and statistics for gene expression correlating with ethanol intake data subjected to principal component analysis as in Methods following a third round of ethanol deprivation. Data are presented for each brain region separately. Categories in bold were also significant in the averaged drinking analysis (Table S2).
(XLSX) Click here for additional data file.

Table S4 Over-Represented Gene Categories From Gene Expression Significantly Correlated To Average Ethanol Drinking. Gene data from Table S2 was analyzed by functional over-representation analysis versus Gene Ontology categories. Categories in bold were also significant in the Bibliosphere analysis.
(XLSX) Click here for additional data file.

Table S5 Gene Categories Significantly Over-Represented From Principal Component Analysis In Ethanol Drinking C57BL/6NCrl Mice. Gene set data from Table S3 was analyzed by functional over-representation analysis versus Gene Ontology categories. Gene categories in bold were also significantly over-represented in the correlation analysis (Table S4).
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

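The values used are the RMA signals on the log2 scale that the authors deposited, 1 column per array and 22626 probesets of the Affymetrix Mouse 430A 2.0 array. The submitters' processing notes name GCOS and RMA without versions, and the paper's methods name GCOS v4.1. No normalization was added, except in the alternatives named below. The array medians lay between 6.26 and 6.32 in NAc, 5.66 and 5.70 in PFC and 5.79 and 5.86 in VMB, so levels were compared mainly within a region.

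Average ethanol intake per mouse is shown in Figure 1A and was read from it by eye, which adds reading error to every correlation. The lowest readings fall below the smallest average intake that the paper states. This error also enters r among mice under 4 g/kg. The paper's correlations use intake averaged over the last 8 drinking days, and the days behind Figure 1A were not established here. Arrays were joined to intake by the mouse number in the labels. The fit of this join to Tables 2 and 3 is given with the data. Pairs of arrays with the same mouse number in different regions were a little more alike than other pairs after the region means were removed for NAc and PFC (mean r 0.0618, permutation p = 0.0360), and not detectably so for NAc and VMB (0.0837, permutation p = 0.139) or PFC and VMB (0.0130, permutation p = 0.347).

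A probeset was tested when its value reached 4.5 on at least 1 array, the filter of the methods, which kept 19815 and removed 2811. Of all probesets 20380 carry 1 gene symbol, 691 several and 1555 none. Where 1 probeset per gene was needed, as for gene lists, 11342 genes with a kept probeset of a single symbol were used. Symbols were brought to current names with the reference gene table of the assembly GRCm38.p6, which was used for names only.

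In each region expression was regressed on intake, and compared between high (>7 g/kg/18 h) and low (<2 g/kg/18 h) drinkers, with limma and Benjamini-Hochberg adjustment over all tested probesets, at the paper's false discovery rate of 1%. Empirical Bayes moderation was used without trend or robust options. Regions were compared with a minimum difference of 1, and slopes between regions with the mouse number as a block (consensus correlation 0.0738). For named genes, Pearson's r and Spearman's rho have two-sided permutation p-values from 100000 permutations, and high and low drinkers were compared by an exact permutation test over all splits. Lists were tested with camera (limma) at a preset correlation between genes of 0.01, again with the correlation estimated from the arrays, and with fry. The analysis used R 4.3.3, limma 3.58.1 and statmod 1.5.0.

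Genes were named when the text or Tables 2 and 3 name them for a region (32 for NAc, 6 for PFC), when they ranked highest in a region in either direction, or when they head a region's list in Table S2. Values in the paper's tables count as seen. Study lists are the genes of Table 2, of Table 3, of the histone deacetylase complex and of the PFC glutamate genes of the text. Textbook lists are histone deacetylases and corepressors, histone acetyltransferases, DNA and histone methylation, the synaptic vesicle cycle, oxidative phosphorylation, glutamate receptors, GABA-A receptors, the proteasome, lysosome and glycosaminoglycan degradation, chemotaxis and Toll-like receptors, the phosphoinositide 3-kinase pathway, immediate early genes, glucocorticoid-responsive genes, circadian genes, ribosomal proteins, and heat shock proteins and chaperones. Marker lists are striatal projection neurons, cortical excitatory neurons, dopamine neurons, thalamus and midbrain neurons, oligodendrocytes, astrocytes, microglia, endothelial and mural cells, choroid plexus and ependyma, and blood. The textbook and marker lists were written from general knowledge.

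The comparisons, thresholds, lists and alternatives were fixed before the data were examined, apart from those said to be chosen afterwards.

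The scripts were tested on simulated data with 200 changed probesets of 19815, counting those recovered at adjusted p under 0.01. For intake in NAc 2.5%, 77% and 100% were recovered at correlations of 0.6, 0.8 and 0.9, in PFC 0%, 69.5% and 100%, and in VMB 0%, 78% and 100%. For high against low drinkers with differences of 1, 2 and 3 SD, 0.5%, 8.5% and 81.5% were recovered in NAc, 0%, 7% and 79% in PFC, and 0%, 4.5% and 77% in VMB. A region difference of 1.5 was recovered for 100%, and a slope difference between NAc and PFC made by a correlation of 0.8 for 24.5%. For the list tests, 1 simulated list of 15 genes with an effect set at 0.5 was recovered by each test. A single list does not show what share of real lists each test would recover. The number of arrays, 19 per region, limits the precision of every correlation.

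Alternatives covered the filter, the correlation measure, log2 of intake, quantile normalization within a region, array weights, the first principal component as a covariate, 1 probeset per gene, the array with conflicting labels, leaving out each mouse in turn, and p-values computed as if the number of arrays were 57. Western blots, trichostatin A injections, litters and taste preference were left out because these arrays do not bear on them. The principal component analysis and the category tests of Table S4 were not redone, the latter because the category memberships were not used here.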

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

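Tests of explanations weighed here were chosen after the result was seen. Exceptions set beforehand were the splits of high and low drinkers and the covariate test of the astrocyte markers. The fits of intake in NAc with the first principal component as a covariate and with array weights were also set beforehand.

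Among the low drinkers in NAc, 1 mouse stood apart for *Vamp3*, at 8.88 (mouse 9), and 1 for *Vamp4*, at 6.55 (mouse 6). These were 2 of 38 groups tested, and chance alone would pick out about 5 percent of groups. Without mouse 6 the difference between high and low drinkers for *Vamp4* fell to 0.09.

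Several lists had slopes on intake that differed between regions with the preset correlation between genes. These differences were not tested with an estimated correlation, with which 0 of the 90 tests within a region were called. Adjusted p was 0.00319 for astrocyte markers and 0.0184 for oligodendrocyte markers between NAc and PFC, 0.0184 for oxidative phosphorylation and 0.00165 for the proteasome between NAc and VMB, and between PFC and VMB 0.00165 for oxidative phosphorylation and 0.0184 each for the proteasome, oligodendrocyte markers and choroid plexus and ependyma markers. Of single genes, adjusted over Table 2, *Myst3* (0.00970) and *Mbd2* (0.0135) differed between NAc and VMB.

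The NAc arrays were spread along a first principal component that held 51.2% of the variance, against 17.2% in PFC and 32.4% in VMB. Mice 1, 6 and 19 lay farthest out, with scores of -39.8, -36.9 and -36.4, the next being -22.1. Intake of the mouse is not the source, since r of the score with intake was 0.00166 (permutation p = 0.995). Probesets of low and of high mean level moved in opposite directions: the median r with the component differed by 1.14 between the probesets of highest and lowest level, and the score followed the SD of the array's values at r = 0.985. A compressed signal range on some arrays is a candidate explanation. Neighbouring cortical tissue on the arrays of mice 1, 6 and 19 would lower striatal and raise cortical markers toward negative scores. Striatal markers went the other way, with a median r of -0.373 with the score (percentile 0.03 of random lists matched on level). Cortical neuron markers had a median r of 0.419, at percentile 83.2 and inside the range of such lists. These values argue against cortical tissue on those arrays. Toward positive scores it is neither supported nor excluded. In VMB the r of each probeset with that region's first principal component was similar to its r in NAc. Across probesets, which are not independent, these values correlated at 0.805.

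Astrocyte markers were higher with intake in NAc, 13 of 14 positive (adjusted p = 0.00492 with the preset correlation, p = 0.0366 with an estimated one and 0.0360 by fry). With the first principal component as a covariate the estimated p was 0.0659, which by the bounds set for that test leaves open whether that spread contributes. With the preset correlation the list kept its call with that covariate (adjusted p = 0.00649) and without the 3 outlying arrays (0.00648), and the score itself was unrelated to intake. A lower share of neurons in the tissue of high drinkers could give such a pattern. The lowest median r among oligodendrocyte, microglia and endothelial markers was 0.124, above 0 as that would require, and striatal projection neuron markers had mostly negative r (3 of 13 positive, median -0.159). Synaptic vesicle cycle genes had mostly positive r (32 of 45), but they were not listed as markers of neurons. That list also holds genes of Table 3, such as *Ap2m1* and *Rab3a*, which the study chose on these arrays. Its direction therefore cannot count against a lower share of neurons, and the explanation is left open. Permuting the mice gave p = 0.0306 for the mean level of the markers, but in 0.844 of the draws at least 1 of the 90 tests was as strong, so chance is not excluded for a list picked from 90.

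The counts of probesets at unadjusted p under 0.05 were compared with 100 orders or splits of the mice, the real one included. For intake, as many as the real 617 in NAc were reached by 41 (highest other 6644), as many as 624 in PFC by 80 (highest 2372) and as many as 361 in VMB by 81 (highest 3606). For high against low drinkers, as many as 541 in NAc were reached by 45 (highest 9111), as many as 746 in PFC by 63 (highest 2102) and as many as 287 in VMB by 92 (highest 4229). With the first principal component as a covariate, as many as 1672 in NAc were reached by 9 (highest 3917). None of these counts at unadjusted p exceeds what chance orders of the mice give. The same covariate fit had 2 probesets, *Dpp8* and *Tmsb10*, at adjusted p under 0.05 (0.0420 for both), and as many were reached by 3 of 100 orders. Array weights gave 5 at adjusted p under 0.05 for intake in NAc, which was not compared with other orders. In NAc and VMB some orders call more than 5 times the real count (8 and 13 for intake, 12 and 20 for the splits), which points to a structure of the samples there other than drinking.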

How the results depend on the processing

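Alternatives were fixed before the data were examined, apart from joint normalization of the regions, the removal of the 3 NAc arrays farthest along the first principal component, and that component as a covariate for high against low drinkers, which were chosen after seeing the data. Unless stated, the cause of a change was not tested.

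At the 1% false discovery rate, the count for intake stayed at 0 in each region under every alternative except p-values computed as if there were 57 arrays, which gave 803 in NAc, 830 in PFC and 315 in VMB. For high against low drinkers in NAc, array weights called 1 probeset (*Selenow*, adjusted p = 0.00937). Leaving out any 1 mouse kept the intake counts at 0, and was not run for the counts of high against low drinkers.

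Counts at unadjusted p under 0.05 moved more. For intake in NAc they were 4232 as if 57 arrays, 1347 with array weights and 1672 with the first principal component as a covariate. In PFC they were 410 with the filter on the mean, which tests fewer probesets, and 4840 as if 57 arrays, and in VMB 233, 4091 and, with array weights, 2048. For high against low drinkers the quartiles, with fewer mice, gave 297 in NAc, 466 in PFC and 161 in VMB, array weights 1214 in NAc and 1487 in VMB, and the component as a covariate 1571 in NAc. For intake, leaving out each mouse gave 405 to 747 in NAc (lowest without mouse 13), 494 to 1023 in PFC (highest without mouse 18) and 214 to 1078 in VMB (lowest without mouse 17, highest without mouse 1, with 972 without mouse 5 and 223 without mouse 6).

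In the comparisons of region NAc versus PFC, region VMB versus PFC and region NAc versus VMB, no minimum difference gave 18246, 15130 and 17442 probesets, and joint normalization 1285, 1876 and 1873. With the mouse number as a replicate block the counts were 4973, 1993 and 3512, against 5033, 1994 and 3497 without it, so the pairing of arrays by mouse changed little. For slopes compared between regions the count stayed at 0 with no replicate block. The lowest r between arrays over kept probesets alone was 0.972 within NAc, 0.984 within PFC, 0.976 within VMB, 0.924 for NAc and PFC, 0.902 for NAc and VMB and 0.922 for PFC and VMB. With the order of the mice in place of intake, the share with p under 0.05 moved for both paper lists: NAc list in NAc to 60.6% and PFC list in PFC to 48.0%.

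The gene list test called 8 of 90 with the preset correlation, 0 with an estimated correlation, 0 with fry and 5 with the order of the mice. Each of the 8 lists had adjusted p = 0.971 with the estimated correlation and 0.980 with fry. With the order of the mice, adjusted p was 0.0669 for the vesicle cycle and 0.0714 for endothelial markers in NAc, and 0.109 for microglia in VMB. With the component as a covariate it was 0.0631 for oxidative phosphorylation in NAc, and without the 3 arrays 0.360 for that list, 0.522 for the proteasome and 0.276 for endothelial markers. Calls gained were glucocorticoid-responsive genes (9.92e-05) and dopamine neuron markers (0.0464) in VMB with the covariate, and striatal projection neurons (0.0317) in NAc without the 3 arrays. For the VMB lists, p was 0.0869 and 0.0618 when the correlation between genes was also estimated.

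Other probesets of the named genes had r of the opposite sign for *Rbbp4* (-0.00965), *Mll1* (*Kmt2a*, -0.0809), *Men1* (0.138), *Cbx5* (-0.0917, -0.0547, -0.286), *Ap2a2* (0.178, 0.337), *Dnm1l* (0.00947), *Sh3glb1* (-0.0488), *Slc1a1* (-0.0909, -0.0836), *Syp* (-0.115), *Stx6* (0.119), *Vamp3* (-0.0585) and *Vamp4* (-0.203) in NAc, and for *Grin2b* (-0.0857) and *Dlg4* (0.303, 0.263) in PFC. Of the other alternatives for the correlations of named genes, 96 stayed the same, 34 were weaker and 11 stronger, and of those leaving out a mouse 569, 110 and 43. For high against low drinkers these were 20, 10 and 2, and 478, 73 and 25.

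The 3'-5' signal ratio of Actb and array quality as covariates were not run, since the table holds 0 control probesets. Signals near 4.5 lie close to background, which compresses differences and limits what can be seen for weakly expressed genes.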

Differences from the paper's values

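The paper correlates expression with intake averaged over the last 8 drinking days, and the intake used here was read by eye from Figure 1A. The days behind that figure were not established, so it is not known that both measures are the same. The largest difference between the paper's R and r here over the 27 genes of Tables 2 and 3 was 0.0525.

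The paper's counts of probesets correlated with intake at a 1% false discovery rate were 889 in NAc, 850 in PFC and 559 in VMB, and the count here was 0 in each. Of the alternatives set before the data were examined, p-values computed as if there were 57 arrays, with Storey's q, came near the paper's counts in NAc (803) and PFC (830). In VMB that alternative gave 315, which still differs. No filter, a filter on the mean, Pearson's r with Storey's q, the order of the mice, log2 of intake, renewed quantile normalization, array weights, the first principal component as a covariate and 1 probeset per gene each gave 0 in each region, as did PFC without the array with conflicting labels. The setting as if 57 arrays called 713 of the 889 probesets listed in NAc, 687 of the 850 in PFC and 198 of the 254 listed ones that could be read in VMB, and left 176, 163 and 56 uncalled.

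The lowest r between any pair of arrays is 0.97 in the paper and was 0.924 here over all pairs. Within a region the lowest was 0.978.

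The p of the correlation with intake in Table S2 is smaller in the paper for each of the 8 genes compared. The paper gives 2.59e-08 for *Myst3* (here 0.00343), 2.26e-05 for *Hdac11* (0.0234), 9.76e-07 for *Rab3a* (0.0203), 1.71e-04 for *Bdnf* (0.0327) and 1.87e-14 for *Capn10* (9.98e-04) in NAc, and in PFC 2.5e-08 for *Grin2b* (0.00135), 5.68e-05 for *Th* (0.0510) and 3.12e-12 for *Cd160* (3.94e-04). With Pearson's r at 19 arrays the values were 0.00187, 0.0128, 0.00866, 0.0467 and 4.98e-05, and 0.00328, 0.0403 and 2.51e-04. As if 57 arrays they were 1.63e-08, 6.14e-06, 1.86e-06, 3.03e-04 and 1.77e-13, and 9.29e-08, 1.95e-04 and 2.97e-11. Neither of these settings reached the paper's values to their printed digits. The R values of Tables 2 and 3 and r here had the same sign for all 27 genes and differed by at most 0.0525 (median 0.0226).

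Some statements of the paper disagree with values here or with each other. The paper states that all genes of the chromatin network correlate significantly with drinking. Here permutation p of r was 0.0537 for *Men1* and 0.0557 for *Rbbp7*, while that of rho was 0.0197 and 0.0720. None of the chromatin genes passed adjustment over all probesets. *Sap18* and *Suds3*, which the paper names for the deacetylase complex, are absent from the NAc rows of Table S2. The rise of the RAB3A protein is described as similar to that of its mRNA, while *Rab3a* mRNA differed by 1.08-fold. A discussion sentence speaks of lower *Bdnf* in the low drinkers, while other sentences of the paper and the values here (6.07 in low and 5.78 in high drinkers) have it higher.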

Other observations

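Tests of the pattern in the paper's p-values were chosen after the result was seen.

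The paper lists R in Tables 2 and 3 and p in Table S2 for the same 27 genes. The number of arrays that links each R to its p had a median of 58.99 and lay between 58.9 and 59.1, that is 57.0 degrees of freedom, while each region has 19 arrays. Larger correlations in the authors' own intake values would be the other possible explanation, but the median of the paper's R minus r here, both in absolute size, was -0.00406. The p-values are thus consistent with a test that used 57, the number of arrays of all regions together, as its degrees of freedom. P-values computed as if there were 57 arrays called 803 probesets in NAc, 713 of them in the paper's list, 830 in PFC (687 listed) and 315 in VMB (198 of the 254 listed transcripts that could be read).

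Several transcripts that the paper lists in Table S2 ranked high here and were not given with the claims. *Ptprn2*, a gene of dense-core vesicles, fell with intake (r = -0.762, permutation p = 2.7e-04, adjusted p = 0.257) and was lower by 0.45 in high drinkers, though r was 0.156 among mice under 4 g/kg. *Atp6v0a1*, a subunit of the vesicular proton pump, rose (r = 0.761, permutation p = 1.8e-04, adjusted p = 0.702). In PFC, *Dcc* rose (r = 0.698, permutation p = 6.3e-04), and so did the immune genes *Irgm2* (0.661) and *Cd74* (0.647), each with an adjusted p of 1.00. These genes were picked for their rank, so their p-values are not independent of that choice.

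Endothelial and mural markers in NAc and oligodendrocyte markers in PFC were also called with the preset correlation. The former had 13 of 15 positive (adjusted p = 0.0290, p = 0.142 with an estimated correlation). The latter had 11 of 11 positive (adjusted p = 0.00492, p = 0.209 with an estimated correlation).

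The remaining lists were not called in any region in the main analysis. The calls they gained under alternatives were few: glucocorticoid-responsive genes in VMB, downward, with the first principal component as a covariate (adjusted p = 9.92e-05, but p = 0.0869 when the correlation between genes was also estimated), and striatal projection neurons in NAc, downward, without the 3 arrays farthest along that component (adjusted p = 0.0317), an alternative chosen after seeing the data. Their smallest p over the regions with the preset correlation was 0.265 in NAc, 0.595 in PFC and 0.229 in VMB for GABA-A receptors, 0.0741 (NAc) for immediate early genes, 0.00556 (VMB, adjusted p = 0.0556) for glucocorticoid-responsive genes, 0.0269 (PFC) for circadian genes, 0.0325 (PFC) for ribosomal proteins and 0.297 (VMB) for heat shock proteins and chaperones. For markers it was 0.0334 (NAc) for striatal projection neurons, 0.130 (VMB) for cortical excitatory neurons, 0.227 (VMB) for thalamus and midbrain neurons, 0.0333 (VMB) for choroid plexus and ependyma and 0.173 (VMB) for blood. Adjusted p was above 0.05 for each.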
